# Genome-Wide Analysis of LncRNA in Bovine Mammary Epithelial Cell Injuries Induced by Escherichia Coli and Staphylococcus Aureus

**DOI:** 10.3390/ijms22189719

**Published:** 2021-09-08

**Authors:** Changjie Lin, Yifan Zhu, Zhiyu Hao, Haojun Xu, Ting Li, Jinghan Yang, Xi Chen, Yingyu Chen, Aizhen Guo, Changmin Hu

**Keywords:** mastitis, LncRNA, *E. coli*, *S. aureus*, lncRNA–miRNA–mRNA networks

## Abstract

*Escherichia coli* and *Staphylococcus aureus* are two common pathogenic microorganisms that cause mastitis in dairy cows. They can cause clinical mastitis and subclinical mastitis. In recent studies, lncRNAs have been found to play an important role in the immune responses triggered by microbial inducers. However, the actions of lncRNAs in bovine mastitis remain unclear. The purpose of this study was to investigate the effects of bovine mammary epithelial cell injuries induced by treatment with *E. coli* and *S. aureus,* and to explore the lncRNA profile on cell injuries. The lncRNA transcriptome analysis showed a total of 2597 lncRNAs. There were 2234 lncRNAs differentially expressed in the *E. coli* group and 2334 in the *S. aureus* group. Moreover, we found that the *E. coli* and *S. aureus* groups of maternal genes targeted signaling pathways with similar functions according to KEGG and GO analyses. Two lncRNA–miRNA–mRNA interaction networks were constructed in order to predict the potential molecular mechanisms of regulation in the cell injuries. We believe that this is the first report demonstrating the dysregulation of lncRNAs in cells upon *E. coli* and *S. aureus* infections, suggesting that they have the potential to become important diagnostic markers and to provide novel insights into controlling and preventing mastitis.

## 1. Introduction

Mastitis is one of the most widespread diseases in bovine populations, seriously endangering the health of dairy cows and the development of the dairy-farming industry. It is usually caused by physical and chemical stimulation or induced by pathogenic microorganisms [1,2]. *Escherichia coli* (*E. coli*) and *Staphylococcus aureus* (*S. aureus*) are the common pathogenic bacteria that lead to intramammary infections [3,4]. Zadoks et al. found that different pathogenic microorganisms had different effects on mastitis [5]. The mastitis induced by *E. coli* was acute, with severe clinical symptoms, and the animals could be cured by their own immunity or antibiotic therapy [6]. In contrast, mastitis caused by *S. aureus* was often chronic or recessive, which made it difficult to diagnose [7,8,9]. The evidence suggested that there was a difference in pathogenesis between *E. coli* and *S. aureus*. Therefore, both bacteria were studied in vitro for their roles in mastitis.

Bovine mammary epithelial cells play a significant role in the first line of immune defense in bovines. They can secrete a variety of bioactive substances, such as inflammatory factors, chemokines, β defensins, and interferon γ (IFNγ), to resist the invasion of pathogenic microorganisms [10]. It has been proven that the immune responses of bovine mammary epithelial cells to *E. coli* and *S. aureus* infections differ [11,12,13]. In addition, researchers have also identified an obvious difference in the epithelial immune responses in milk [14] and mammary cells [15]. Emerging studies have reported that bovine mastitis is associated with cell injuries, such as those induced by inflammatory reactions, oxidative stress, and apoptosis [16,17]. Furthermore, cell injuries have been shown to affect lactation ability [18]. Therefore, the exploration of bovine mammary epithelial cell injuries could help in resolving bovine mastitis.

Long non-coding RNAs (lncRNAs) mainly refer to a type of RNA transcript without obvious protein-coding capacity in an organism. Most lncRNAs are transcribed by RNA polymerase II, are capped at their 5′ ends and contain polyadenylated tails at their 3′ ends, similar to mRNAs. Mature lncRNAs are formed through splicing and are usually longer than 200 nucleotides [19,20]. At present, lncRNAs can be detected in biological tissues, organs, pathological samples, and cells cultured in vitro. They are highly evolutionarily conserved [21]. Another important feature of lncRNAs is that they are tissue specific [22]. LncRNAs play a fundamental role at all levels of gene control, including in epigenetic mechanisms and nuclear tissue, as well as RNA processing, stability, and translation. They also participate in the regulation of the physiology and pathology of many diseases [23]. LncRNAs can promote inflammation by promoting the transcription of certain genes [24]. Sponge function is one of the most important regulatory functions of lncRNAs. It has been found that lncRNAs can sequester microRNAs (miRNAs) to exercise the function of competing endogenous RNAs (ceRNAs) and participate in the regulation of cell proliferation, metastasis, inflammation, autophagy and apoptosis [25]. However, there are few studies on the involvement of lncRNAs in the regulation of bovine mastitis.

In this study, we constructed a model of mastitis in vitro and explored the injuries to bovine mammary epithelial cells induced by *E. coli* and *S. aureus*. High-throughput sequencing technology was used to profile the expression of lncRNAs in *E. coli*- and *S. aureus*-induced and healthy bovine mammary epithelial cells and analyze the basic characteristics and differential expression. Furthermore, we also predicted the miRNAs adsorbed by the lncRNAs that were significantly differentially expressed in the two bacterial inducers and constructed the ceRNA regulatory network of LncRNA–miRNA–mRNA therein. This lays the foundation for an in-depth exploration of the function of lncRNA regulation in mastitis diseases, analyses of the pathogenesis of mastitis in dairy cows and the screening of effective therapeutic drugs.

## 2. Results

### 2.1. Cell Injuries Induced by Inactivated E. coli and S. aureus

In order to confirm the damaging effects of *E. coli* and *S. aureus* in MAC-T cells, we used them to treat cells for 24 h and measured the percentages of apoptotic cells, cell cycle progression, and the levels of ROS. The mRNA levels for pro-inflammatory cytokines (such as IL-1β, IL-6 and TNF-α) were analyzed by qPCR (Figure 1A). We observed that there were significant increases of IL-1β, IL-6, and TNF-α in the *E. coli* and *S. aureus* as compared with the control group (*p* < 0.001). The cell viability of MAC-T (CCK8 test) cells after 24 h of stimulation by *E. coli* and *S. aureus* was used to determine the toxic effects of *E. coli* and *S. aureus* on cells (Figure 1B). The damaging effects of *E. coli* as well as *S. aureus* were significant.

Compared with those in the control group, the intracellular reactive oxygen levels in the *E. coli*- and *S. aureus*-stimulated groups were significantly increased (Figure 1C–F). Compared with the control group (Figure 1G), the *E. coli*-stimulation group (Figure 1I) and the *S. aureus* group (Figure 1H) showed significantly increased rates of apoptosis of the cells. *E. coli* and *S. aureus* promoted cell-cycle arrest in the G0/G1 phase (Figure 1K–M) and reduced the proportions of cells in the G2 and S phases to varying degrees, thereby inhibiting cell proliferation.

### 2.2. Identification of lncRNAs in Bovine Mammary Cells Injured by Inactivated E. coli and S. aureus

Since the critical functions of lncRNAs in various diseases are not well understood, we were interested in investigating the levels of lncRNAs in bovine mammary cells. Therefore, we carried out high-throughput sequencing to explore gene regulation by inactivated *E. coli* and *S. aureus*. 

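MAC-T cells, a bovine mammary epithelial line, were cultured for 12 h and then kept for 24 h without bacteria or with *E. coli* or *S. aureus* that had been inactivated at 63 °C for 30 min, at 10 bacteria per cell. Each of the control, *E. coli* and *S. aureus* groups had 3 libraries of total RNA depleted of ribosomal RNA, sequenced as paired reads of 150 bp. The authors trimmed the reads with cutadapt, aligned them to the bovine genome build ARS-UCD1.2 with HISAT2 and counted them for each lncRNA transcript with HTSeq. The deposited table gives the raw count of each of 2430 lncRNA transcripts in the 9 libraries, its log2 normalized count, its length, its class by position relative to genes and, for 1750 of them, the associated gene. It holds lncRNAs alone, so the RNA of the associated genes has no line of its own in it, and it gives no genomic position for the lncRNAs. The lncRNAs carry identifiers such as rna65470 and gene31055, and are named here by these and by the associated gene. The raw counts were normalized by TMM and compared with edgeR's quasi-likelihood test in 1 fit of all 9 libraries, over the 285 lncRNAs that passed edgeR's filter on low counts, with p adjusted by the method of Benjamini and Hochberg. CPM are counts per 1000000 of the library size, which is the library's counts of tested lncRNAs times its TMM factor. These factors ranged from 0.649 to 1.61, so CPM are not shares of the lncRNA counts. Fold changes are on the same scale. With total counts in place of TMM, the median log2 fold change of the 285 lncRNAs shifted by -0.25 in the *E. coli* group and by -0.69 in the *S. aureus* group. With clean reads as library size instead, the median log2 fold change of these lncRNAs shifted by -1.60 in the *E. coli* group and by -3.60 in the *S. aureus* group. A fold against a group without counts is computed with 3 counts over that group in place of 0 and is no lower bound. It leaves out the counting error of the other group and the spread between libraries, so the true fold may be smaller. The paper's methods state that each treatment was performed in triplicate and its statistics section gives 3 independent experiments in general. Whether the sequenced libraries of a group came from independent cultures is not stated for them, so p measures the spread between these libraries. The libraries were stranded, but the strand setting of the counting is not named in the paper's text, and with unstranded counting an antisense lncRNA would also hold reads of the gene it overlaps. For the 151 exon sense-overlapping lncRNAs, which include rna17046 and rna20579, reads of the overlapped gene may be counted under either setting.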

Totals of 81,512,268, 64,310,018, and 82,433,054 raw reads were obtained from the *E. coli* group, *S. aureus* group and control group, respectively (Supplementary Table S1). Through in silico analyses via different bioinformatic approaches, including using the Cutadapt software, for data filtering and quality control, 81,506,016, 64,304,914, and 82,429,030 high-quality reads were retained, respectively, and the proportions of net reads were between 99.990% and 99.992%. 

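The lncRNAs took a smaller part of the sequenced reads in both treated groups than in untreated cells. The control group had 823 ± 139 lncRNA counts per 1000000 clean reads (SD, n = 3 libraries), the *E. coli* group 316 ± 29.7 (SD, n = 3) and the *S. aureus* group 104 ± 21.3 (SD, n = 3). The control value was 2.60 times that of the *E. coli* group and 7.89 times that of the *S. aureus* group. Every control library lay above every treated library in both comparisons (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). The difference was also present without the 10 most abundant lncRNAs, at 423 ± 35.5, 136 ± 10.2 and 35.2 ± 3.07 counts per 1000000 clean reads (SD, n = 3 each). The control libraries held 53306 to 71716 lncRNA counts, the *E. coli* libraries 18008 to 21170 and the *S. aureus* libraries 6586 to 10600. Clean reads, taken per library from Table S2, ranged from 69033572 to 81506016 in the control group, from 61407072 to 64304914 in the *E. coli* group and from 74087654 to 82429030 in the *S. aureus* group. The share of raw reads kept as clean reads lay between 99.9901% and 99.9951%.

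**Figure D1:**
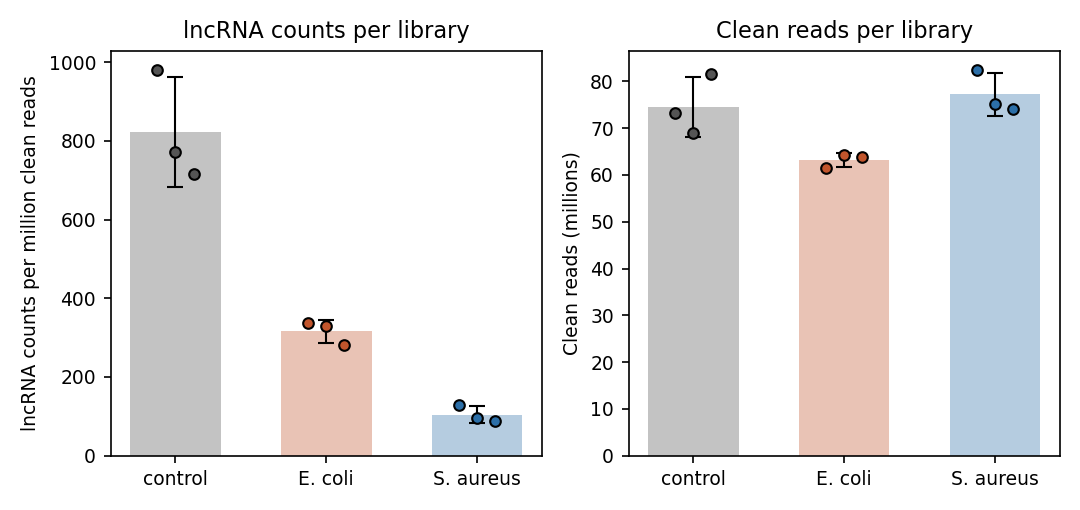
The left panel shows lncRNA counts per 1000000 clean reads and the right panel clean reads (axis in units of 1000000), for the control, *E. coli* and *S. aureus* groups. Bars give the mean, error bars the SD and points the 3 libraries of a group. In the left panel the control libraries, at 717 to 980, lie above all treated libraries.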

A total of 2597 lncRNAs, including 680 intergenic lncRNAs, 998 intronic antisense lncRNAs, 565 natural antisense lncRNAs, and 354 other lncRNAs, were identified (Figure 2B). 

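By counts, 1 intergenic lncRNA outweighed all others. This lncRNA, gene31055, has no associated gene and a length of 4133 bases, and it took 33.5 ± 15.4% of the lncRNA counts in the control group, 41.6 ± 8.78% in the *E. coli* group and 57.7 ± 4.90% in the *S. aureus* group (SD, n = 3 each). Every *S. aureus* library lay above every control library (exact permutation test, two-sided, p = 0.1), whereas *E. coli* and control libraries overlapped (p = 0.5 from the same exact test). With it, the intergenic lncRNAs made up 39.4 ± 13.9% of the counts in the control group, 46.3 ± 7.35% in the *E. coli* group and 62.8 ± 4.29% in the *S. aureus* group. Natural antisense lncRNAs, which overlap exons of a gene on the other strand, made up 39.7 ± 8.82%, 35.4 ± 3.65% and 24.1 ± 3.98% in the same order. Intronic antisense lncRNAs made up 17.8 ± 4.52%, 15.4 ± 3.06% and 9.97 ± 0.610%. The *S. aureus* libraries did not overlap the control libraries for any of these 3 classes (exact permutation test, two-sided, p = 0.1 each). Without gene31055 the share of intergenic lncRNAs was 8.86 ± 0.263% in the control group, 7.91 ± 1.35% in the *E. coli* group and 11.9 ± 2.55% in the *S. aureus* group, and that of natural antisense lncRNAs was 59.9 ± 0.634%, 61.0 ± 2.95% and 56.9 ± 4.43%. The table lists 2597 pairs of a transcript and a class, since 163 of the 2430 transcripts carry 2 classes or more, and the first class listed was used for the shares. Among the 285 lncRNAs tested, no class passed limma's camera test in either comparison at an adjusted p under 0.05. The lowest adjusted p from camera was 0.0513, for the 2 bidirectional lncRNAs at RPS29, a ribosomal protein gene, and CCDC107 in the *S. aureus* group with camera's preset correlation. With an estimated correlation the adjusted p of this class was 0.82 in the *S. aureus* group and 0.91 in the *E. coli* group. The class passed fry, which asks whether the members of a set move one way on balance (adjusted p = 0.0119 in both groups).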

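Many lncRNAs counted in untreated cells had no counts in treated ones. In the control group, 2212 lncRNAs had at least 1 count in any of the 3 libraries, against 1360 in the *E. coli* group and 1017 in the *S. aureus* group. An example is rna61097, a natural antisense lncRNA of TRANK1, with 991 counts over the control libraries, 113 over the *E. coli* libraries and 0 over the *S. aureus* libraries. Another is rna68644, in an intron of SRRM3, a splicing factor for microexons, with 281, 46 and 0 counts. All 3 groups had counts of 782 lncRNAs, and 848 were counted in the control group alone. Of these 848, 292 had a single count and the highest total was 99. Counted with the control libraries, the *E. coli* libraries had counts of 2342 lncRNAs and the *S. aureus* libraries of 2313, and 2225 were in both sets. The 117 lncRNAs counted in the *E. coli* group alone included 78 with a single count, and their highest total was 8. Of the 88 counted in the *S. aureus* group alone, 59 had a single count and the highest total was 10. With at least 2 counts in any library required, 58 and 40 lncRNAs were left in these sets, and with a count in every library of the group 17 and 3. Thinned to the 6586 counts of the smallest library, a control library had counts of 880 lncRNAs on average, an *E. coli* library of 629 and an *S. aureus* library of 548 (exact permutation test, two-sided, p = 0.1 for each treated group against control). Thinning equalizes total counts, of which gene31055 took 33.5% in the control group, 41.6% in the *E. coli* group and 57.7% in the *S. aureus* group. On average fewer counts were thus left for the other lncRNAs in the treated groups.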

There were 2225 mutual lncRNAs, whereas 89 and 119 lncRNAs were exclusively regulated upon *E. coli* or *S. aureus* transfection, respectively (Figure 2A, Supplementary Table S2). The lengths of our lncRNAs mainly varied from 200 base pairs (bp) to 5000 bp (Figure 2C). 

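The median length was 1361 bases, with quartiles of 767 and 2442, over a range from 59 to 24155 bases. Between 200 and 5000 bases lay 2234 of the 2430 lncRNAs (91.9%), with 49 shorter and 147 longer. Intronic antisense lncRNAs had the shortest median, 1173 bases, and exon sense-overlapping lncRNAs the longest, 2664 bases. Among the lncRNAs with a change in a treated group, rna23846 in an intron of SMIM3 has 277 bases, the intergenic rna65470 has 388, the antisense lncRNA of TRANK1 has 6768 and that in an intron of SRRM3 has 7573, and length was not tested against change.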

At the same time, we found that the lncRNA expression was low according to the sequencing results, with around three counts (Figure 2C) but also that there were high count numbers, possibly because lncRNAs are more stable than other lncRNAs.

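By counts summed over all 9 libraries, most of which came from the control group, the most abundant lncRNAs after gene31055 were natural antisense lncRNAs of ITGA5, SMAD3, ITGB6, LGALS1 and TKT. The order differed in the *S. aureus* group, where the intergenic rna12826 had 11419 ± 3016 CPM and the lncRNA of LGALS1 8784 ± 1201 (SD, n = 3 each). In the control group rna14004, at the gene of the fibronectin receptor subunit ITGA5 and at ZNF385A, had 36227 ± 1275 CPM (SD, n = 3). The lncRNA of SMAD3, a mediator of TGF-β signals (rna29431), had 19004 ± 1038, that of the integrin ITGB6 (rna3910) 13905 ± 727, that of galectin-1, LGALS1 (rna17163), 11318 ± 735 and that of transketolase, TKT (rna62110), 11284 ± 429. The lncRNAs of LGALS1 and TKT were called in neither treated group, with log2 fold changes of 0.04 and 0.36 in the *E. coli* group and of -0.37 and -0.0049 in the *S. aureus* group (adjusted p = 0.91, 0.21, 0.21 and 0.99 from edgeR's quasi-likelihood test). The lncRNA of SMAD3 had a log2 fold change of -0.22 in the *E. coli* group and of -0.52 in the *S. aureus* group (adjusted p = 0.47 and 0.076 from the same test). With all lncRNAs of at least 2 counts in the test, those of SMAD3 and LGALS1 were lower in the *S. aureus* group (-1.08 and -0.93, adjusted p = 0.0026 and 0.024). The intergenic gene31055 had a log2 fold change of 1.33 (standard error 0.41, adjusted p = 0.023 from the same test) in the *S. aureus* group and of 0.46 (standard error 0.41, adjusted p = 0.47 from the same test) in the *E. coli* group. Its change in the *S. aureus* group was not called without control replicate 2 (adjusted p = 0.11), control replicate 3 (0.15) or *S. aureus* replicate 1 (0.11), nor by DESeq2 (0.11) or with all lncRNAs of at least 2 counts in the test (0.18), and relative to clean reads it was lower. Without control replicate 1 its log2 fold change was 2.02 (adjusted p = 1.5e-04). Most lncRNAs were far below these levels. Of all values in the table 57.0% were 0, and the mean count of an lncRNA over the 9 libraries had a median of 1.11 across lncRNAs. The median of the counts above 0 was 6 or 7 in the control libraries, 3 or 4 in the *E. coli* libraries and 2 in the *S. aureus* libraries. A count over 100 in any library was reached by 84 lncRNAs, and the 10 most abundant took 51.9% of all counts.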

### 2.3. Profiles of lncRNAs Differentially Expressed upon Injury of Bovine Mammary Cell by Inactivated E. coli and S. aureus

In order to identify the lncRNAs associated with cell injuries, the lncRNA expression in the *E. coli* group, the *S. aureus* group, and the control group was analyzed (Supplementary Table S3). The differentially expressed lncRNAs of the two treated groups (compared with the control group) were used for cluster analysis (Figure 3A,B). 

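The 3 control libraries formed a branch of their own in a clustering of the 285 tested lncRNAs, which were not selected by their difference between groups. *E. coli* replicates 1 and 2 joined first and replicate 3 next, and *S. aureus* replicates 1, 3 and 2 then joined the *E. coli* branch 1 at a time. The mean Pearson correlation of log2 CPM across lncRNAs was 0.92 between control libraries, 0.83 between *E. coli* libraries and 0.62 between *S. aureus* libraries. It was 0.63 between *E. coli* and *S. aureus* libraries, 0.63 between control and *E. coli* libraries and 0.54 between control and *S. aureus* libraries. Single lncRNAs differed among the *S. aureus* libraries, which held the fewest counts. The intergenic rna56138 had 93 and 136 counts in *S. aureus* replicates 1 and 3 and 2 in replicate 2. The antisense lncRNA of TBX3, a T-box transcription factor of mammary development, had 8, 0 and 9 counts in *S. aureus* replicates 1 to 3. With the tree parted into 3 branches, 3 libraries, the controls, shared a branch with the whole of their own group and no other library. All 9 did with Spearman in place of Pearson correlation, or with every library thinned to the smallest total. On principal components of the same values, the first separated control from *S. aureus* libraries, with the *E. coli* libraries between them. This order of the groups, and that of the correlations within groups, is also the order of their lncRNA counts. Neither is given at equal depth, so depth and treatment cannot be told apart in them.

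**Figure D2:**
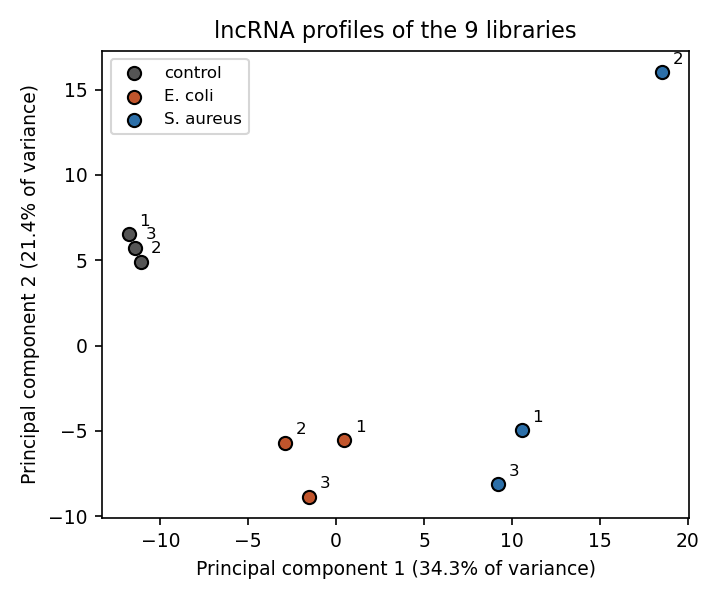
Principal components 1 (34.3% of the variance) and 2 (21.4%) of log2 CPM of the 285 tested lncRNAs. Points are libraries, colored by group and numbered by replicate. Control libraries lie together, and *S. aureus* replicate 2 stands apart at 18.5 on component 1 and 16.0 on component 2.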

By constructing a heat map, we were able to show that the two inactivated-bacterium-treated groups produced two separate clusters, indicating that the expression patterns of lncRNAs in the two inactivated-bacterium-treated groups were different from those for the control group, and that the observed differences were significant (Figure 3C,D). 

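The lncRNAs that rose most in the *E. coli* group were the intergenic rna65470 and rna48242, a natural antisense lncRNA of TBX3. Normalized CPM of rna65470 were 6959.9 ± 621 in the *E. coli* group and 163 ± 149 in the control group (SD, n = 3 each), a log2 fold change of 5.38 (standard error 0.38, adjusted p = 2.1e-10 from edgeR's quasi-likelihood test). The TBX3 lncRNA had 3596 ± 778 and 126 ± 28.9 CPM, a log2 fold change of 4.78 (standard error 0.47, adjusted p = 3.8e-08 from the same test). The lncRNAs in introns of SMIM3 (rna23846) and of NPEPPS, a cytosolic aminopeptidase (rna55658), rose with log2 fold changes of 3.84 (standard error 0.70, adjusted p = 1.9e-04 from the same test) and 3.48 (standard error 0.48, adjusted p = 7.0e-06 from the same test). In the *S. aureus* group the intergenic rna56138 had the largest log2 fold change, 6.76 (standard error 1.13, adjusted p = 1.3e-04 from the same test). Its counts were 93, 2 and 136 in *S. aureus* replicates 1 to 3 against 4, 18 and 4 in control replicates 1 to 3, so the rise was not seen in *S. aureus* replicate 2. At the paper's thresholds, a fold change of 2 and an unadjusted p of 0.05 over the 2001 lncRNAs with at least 2 counts, 79 lncRNAs were higher and 158 lower in the *E. coli* group, and 69 were higher and 154 lower in the *S. aureus* group. Of these, 60 in the *E. coli* group and 43 in the *S. aureus* group also had an adjusted p under 0.05 from edgeR. Of the lower lncRNAs, 31 in the *E. coli* group and 52 in the *S. aureus* group had no count in any treated library, and of the higher ones 8 and 24 had no count in any control library. In 20 simulations of groups without any change at the same depths, these thresholds were passed on average by 20.55 higher and 64 lower lncRNAs in the *E. coli* group, and by 6.75 higher and 110.45 lower ones in the *S. aureus* group. The simulated means came from the control libraries alone, so lncRNAs without a control count could not be called higher there. For lncRNAs outside the 285 tested, the simulated spread was 1 common value taken from those 285. The numbers of calls in unchanged groups may therefore be too low or too high.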

At the same time, 76 significantly upregulated and 162 significantly downregulated lncRNAs were detected in the *E. coli* group, and 80 significantly upregulated and 188 significantly downregulated lncRNAs were detected in the *S. aureus* group (Figure 2D, Supplementary Table S4).

### 2.4. Comparison of lncRNA Characteristics in Bovine Mammary Cell Injuries by Inactivated E. coli and S. aureus

Recent studies have shown that lncRNAs can affect the expression of adjacent upstream and downstream genes. Therefore, in order to study the important role that lncRNAs play in the bovine mammary epithelial cell injuries induced by *E. coli* and *S. aureus*, the target genes of differentially expressed lncRNAs were analyzed by GO and KEGG enrichment analysis (Supplementary Tables S5 and S6). The functional annotation by GO indicated that the predicted target genes in the *E. coli* group were related to catalytic activity, arginine metabolic processes, methylated histone binding, as well as mitochondrion and palmitoyltransferase activity (Figure 4B, Supplementary Figure S1A). 

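Of the 4 lncRNAs tested at genes of amino acid and arginine metabolism, 3 were higher in the *E. coli* group, a pair of them at P4HA1. The largest change was in rna72494, in an intron of P4HA1, the catalytic subunit of the collagen prolyl hydroxylase, with 3272 ± 685 CPM in the *E. coli* group and 247 ± 81.7 in the control group (SD, n = 3 each). Its log2 fold change was 3.70 (standard error 0.36, adjusted p = 3.8e-08 from edgeR's quasi-likelihood test). Another lncRNA in an intron of P4HA1, gene31726, had 2240.3 ± 645 and 287 ± 19.1 CPM, a log2 fold change of 2.95 (standard error 0.52, adjusted p = 1.3e-04 from the same test). The lncRNA in an intron of ASS1, argininosuccinate synthase, which makes the precursor of arginine (rna35156), had a log2 fold change of 2.40 (standard error 0.60, adjusted p = 0.0041 from the same test), and was not called without *E. coli* replicate 3 (1.88, adjusted p = 0.063). That in an intron of ARG2, the mitochondrial arginase (rna31552), had 1.22 (standard error 0.47, adjusted p = 0.064 from the same test). Of 40 genes of amino acid and arginine metabolism, 4 lncRNAs were tested, of which 3 were higher and 0 lower in the *E. coli* group (4 higher when adjusted over the list alone). The list was fixed before the counts were read, but after the paper's tables of calls and enriched terms had been seen. Those tables name genes at lncRNAs called on these samples. This list and the other fixed lists below are therefore not independent evidence. As a set the 4 lncRNAs of the list were higher than other lncRNAs in limma's camera test with a preset correlation (adjusted p = 1.2e-04), with an adjusted p = 0.082 with an estimated correlation. The preset correlation of 0.01 takes the members as nearly independent, although rna72494 and gene31726, with the largest changes, lie in introns of the same gene. In the paper's own list for biosynthesis of amino acids, ASS1 and ARG2, 1 of 2 lncRNAs was higher in this test (2 when adjusted over the list alone), and since the study chose the list on these samples this is not independent evidence. Both were higher at the paper's thresholds.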

In the KEGG pathway analysis, we found that the lncRNA target genes in the *E. coli* group were enriched in cell-injury-related pathways, such as tight junctions, ErbB signaling pathways, biosynthesis of amino acids, and Fc epsilon RI signaling pathways (Figure 5A, Supplementary Figure S2A). 

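Among lncRNAs at genes of ErbB and growth factor signaling, that of EREG fell and that of IGF1R rose in the *E. coli* group. The natural antisense lncRNA rna19359 is associated with EREG and EPGN, which encode ligands of ErbB receptors, and with MTHFD2L. Its log2 fold change was -1.12 (standard error 0.27, adjusted p = 0.0036 from edgeR's quasi-likelihood test). The lncRNA in an intron of the receptor gene IGF1R (rna58893) had 1.08 (standard error 0.37, adjusted p = 0.033 from the same test), and was not called with clean reads as library size (-0.52, 0.20), with total counts (0.13), without control replicate 2 (0.12), control replicate 3 (0.063) or any 1 of the *E. coli* replicates 1 to 3 (0.050, 0.060 and 0.15, all adjusted p). The lncRNA at PIK3R2, a regulatory subunit of PI3K (rna20579), had a log2 fold change of -1.24 (adjusted p = 0.095 from the same test). Of 52 genes of PI3K-Akt, ErbB and growth factor signaling, 4 lncRNAs were tested, of which 1 was higher and 1 lower (1 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.46). Of 41 genes of tight and adherens junctions, 4 lncRNAs were tested and none was called in the *E. coli* group. Those of F11R, the junction adhesion molecule JAM-A, had log2 fold changes of 0.83 (rna6845) and 1.17 (gene2936), with adjusted p = 0.071 and 0.11. Those of the polarity protein PARD3 (rna37566) and of the myosin MYH9 (gene7032) had 0.09 and -0.02 (adjusted p = 0.88 and 0.96; camera for the junction list, adjusted p = 0.46). In the paper's own lists, which the study chose on these samples and which are not independent evidence, 0 of 5 lncRNAs of tight junctions, 0 of 2 of Fc epsilon RI signaling and 0 higher and 1 lower of 3 of ErbB signaling were called (2 lower for ErbB signaling when adjusted over the list alone). At the paper's thresholds 3 of 4 lncRNAs of tight junctions, 3 of 6 of Fc epsilon RI signaling and 4 of 9 of ErbB signaling in its lists of downregulated lncRNAs were lower.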

The GO analysis of differentially expressed lncRNAs in the *S. aureus* group showed that the meaningful terms were related to the regulation of epithelium migration, regulation of signal transduction, cell junction, RNA polymerase II, core complex, transcription regulator activity, and amino acid binding (Figure 4A, Supplementary Figure S1B). 

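Of the lncRNAs at genes of cell junctions, that of F11R was higher and that of PARD3 lower in the *S. aureus* group. The antisense lncRNA of F11R, which encodes the junction adhesion molecule JAM-A (rna6845), had a log2 fold change of 1.21 (standard error 0.38, adjusted p = 0.026 from edgeR's quasi-likelihood test). The antisense lncRNA of PARD3, a polarity protein at tight junctions (rna37566), had 387 ± 252 CPM in the *S. aureus* group and 1203 ± 359.8 in the control group (SD, n = 3 each), a log2 fold change of -1.70 (standard error 0.60, adjusted p = 0.046 from the same test). Both calls rest on few counts. That of F11R was lost without any 1 of the 3 control libraries, any 1 of the 3 *S. aureus* libraries or *E. coli* replicate 2 (adjusted p from 0.054 to 0.12) and with total counts (0.46), and relative to clean reads this lncRNA was lower. That of PARD3 was lost without control replicate 1 (0.069) or 2 (0.10) or without *S. aureus* replicate 1 (0.11) or 2 (0.14), and with DESeq2 (0.055). A second lncRNA of F11R, gene2936, had -2.45 (standard error 1.46, adjusted p = 0.22 from the same test), and that of MYH9, gene7032, -0.58 (standard error 0.31, adjusted p = 0.19 from the same test). Of the 4 lncRNAs tested for the list of junction genes, 1 was higher and 1 lower, also when adjusted over the list alone, and the set did not pass camera (adjusted p = 0.62). In the paper's own list for tight junctions, 1 of 5 lncRNAs was higher and 1 lower in the *S. aureus* group, which is not independent evidence as the study chose the list on these samples, and 4 of 6 were lower at the paper's thresholds. For the list of amino acid and arginine metabolism, 2 of 4 lncRNAs were higher and 0 lower in the *S. aureus* group, also when adjusted over the list alone (camera, adjusted p = 0.32).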

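In the *S. aureus* group, lncRNAs at genes of focal adhesion moved both ways. The natural antisense lncRNA rna58175, at the collagen-binding integrin ITGA1 and at PELO, a factor of ribosome rescue, had 18914 ± 2668 CPM in the *S. aureus* group and 3569 ± 550.5 in the control group (SD, n = 3 each). Its log2 fold change was 2.40 (standard error 0.21, adjusted p = 1.0e-08 from edgeR's quasi-likelihood test), and relative to clean reads it was lower. The lncRNA in an intron of the integrin ITGAV (gene1517) fell, with 3 counts over the *S. aureus* libraries against 175 over the control libraries, a ratio of 0.206 (95% counting interval 0.0421 to 0.613, adjusted p = 0.048 from the same test). This call was lost without control replicate 1 (adjusted p = 0.080) or 2 (0.072) or any 1 of the *S. aureus* libraries (0.054 to 0.11), and with DESeq2 (0.063). The lncRNAs of ITGA5, rna14004 and rna14003, had log2 fold changes of -0.39 and -0.65, and that of ITGB6 had -0.39 (adjusted p = 0.17, 0.14 and 0.16 from the same test). With all lncRNAs of at least 2 counts in the test, rna14004 and that of ITGB6 were lower, both at -0.95 (adjusted p = 0.0031 and 0.0094). Of 57 genes of focal adhesion and actin, 9 lncRNAs were tested, of which 2 were higher and 1 lower, also when adjusted over the list alone, the other higher one being that of CRKL. Their median log2 fold change was -0.39 and their mean 0.28, and the set did not pass camera (adjusted p = 0.46). None of the 4 lncRNAs of the list for PI3K-Akt, ErbB and growth factor signaling was called. Those of IGF1R and PIK3R2 had log2 fold changes of -1.62 and -1.80 (adjusted p = 0.092 and 0.12), and that of EREG 0.03 (adjusted p = 0.97; camera, adjusted p = 0.46). In the paper's own lists, which the study chose on these samples and which are not independent evidence, 2 of 9 lncRNAs of focal adhesion were higher and 1 lower, 1 of 6 of PI3K-Akt signaling was lower (0 when adjusted over the list alone) and 0 of 3 of bacterial invasion were called. At the paper's thresholds 6 of 14 lncRNAs in its list of downregulated lncRNAs of focal adhesion, 8 of 15 of PI3K-Akt signaling and 2 of 8 of bacterial invasion were lower. Both lncRNAs of its list for the cell cycle, at CCNE2, a cyclin of the entry into S phase, and at ORC1, of the origin recognition complex, were higher at these thresholds, and neither had enough counts for the test with adjusted p.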

The KEGG pathway analysis revealed that lncRNA target genes were enriched in the PI3K–Akt signaling pathway, focal adhesion, cell cycle, and bacterial invasion of epithelial cells (Figure 5B, Supplementary Figure S2B). From these analyses, we speculated that lncRNAs may act through the cis-regulation of protein-coding genes to regulate the immune reaction and the growth metabolism in the two different stimulation groups.

### 2.5. Target Predictions: LncRNA–miRNA–mRNA Regulatory Network Analysis

Previous studies have suggested that lncRNAs could regulate the expression of target genes by acting as a molecular sponge to sequester miRNA. In this study, the potential miRNA targets of all the differentially expressed lncRNAs were predicted based on complementary base pairing. We constructed an lncRNA–miRNA–mRNA network by merging lncRNA–miRNA regulatory networks and miRNA–mRNA networks, including 29 mRNAs, eight lncRNAs, and 11 miRNAs in the *E. coli* group (Figure 6A) and 29 mRNAs, nine lncRNAs, and 11 miRNAs in the *S. aureus* group (Figure 6B, Supplementary Table S7).

In the network of the *S. aureus* group, many cell-injury-related miRNAs were observed. miR-346, miR-370, miR-484, and miR-149-3p were shown to inhibit proliferation or induce apoptosis and inflammation by suppressing the expression of the target genes. The results from the present study also suggest that some miRNAs might interact with multiple lncRNAs. For instance, miR-149-3p might interact with LOC112443417, LOC112441776, LOC104971359, and LOC100848507. These lncRNAs are thought to play an important role in *E. coli*- and *S. aureus*-induced injury.

Similarly, in the group treated with inactivated *E. coli*, we predicted many mRNAs related to inflammation, such as MAPK12, RELA, MAPK3, PIK3R6, and JAK3. Additionally, multiple miRNAs can be predicted to interact with them. For example, p38 can be regulated by miR-2454-5p, miR-2305, miR-1777b, miR-2442, and miR-149-3p. Interestingly, we found that the same miRNAs were predicted in the two different stimulus groups, suggesting that these lncRNAs might play similar roles in mastitis.

### 2.6. Differential Expression of lncRNA Was Verified by Quantitative PCR

We randomly selected 10 lncRNAs to verify the lncRNA-seq results. It can be seen from Figure 7 that the qPCR results were consistent with the data obtained from the RNA-seq results, showing that our sequence data were reliable.

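Of the 10 lncRNAs chosen for qPCR, 4 could be paired with a line of the deposited table, by their exact length and their neighbor gene, and all 4 had low counts. LOC112446712 (rna15479), in an intron of NTN4, which encodes the basement membrane protein netrin-4, had 82 counts over the control libraries and 0 over the *E. coli* libraries. With 3 counts in place of 0 it was 7.60-fold lower in the *E. coli* group (95% counting interval of the ratio up to 0.166, adjusted p = 0.022 from edgeR over the lncRNAs with at least 2 counts). LOC112444199 (rna65977), in an intron of the dystrobrevin gene DTNA, had 4 counts over the *E. coli* libraries and 0 over the control libraries, a ratio whose 95% counting interval starts at 2.37 (adjusted p = 0.38 from the same test). LOC112443417 (rna6211), antisense to ZBTB40, and LOC100140121 (rna26378), antisense to ZNF367, both zinc finger genes, each had 31 counts over the control libraries and 0 over the *E. coli* libraries. With 3 counts in place of 0 each was 2.87-fold lower, and neither was called (adjusted p = 0.34 and 0.22 from the same test). The 95% counting interval of the ratio reached 0.455 for rna26378. In the *S. aureus* group these 2 lncRNAs had 6 and 3 counts, that of NTN4 had 1 and that of DTNA 0. None of the 4 passed edgeR's filter on low counts, so none was among the 285 lncRNAs of the main test.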

## 3. Discussion

Bovine mastitis is a common disease that can cause serious damage to public health, animal welfare and the global economy [26,27]. The treatment of mastitis still involves antibiotics, which can easily promote drug resistance in pathogenic microorganisms, leading to an increase in drug-resistant strains and unhealthy foods [28,29,30]. Therefore, it is urgent that we explore new and effective drugs that can deliver targeted treatment for bovine mammary injury [31,32]. Recent experiments have shown that lncRNAs can play an important role in various diseases [33,34,35], and studies have shown that lncRNA-targeted drugs can be used to treat diseases [36]. The characteristic expression of lncRNAs in bovine mastitis and their mechanism of action are not fully understood. In the present study, we used inactivated *E. coli* and inactivated *S. aureus* to treat MAC-T cells, to simulate the occurrence and development of mastitis. The levels of IL-1β, IL-6, and TNF-α were significantly higher with treatment, indicating that the cell model of mastitis had been successfully established [37,38,39]. To facilitate the further identification of the mechanisms of mastitis, a comprehensive assessment of this mastitis cell model was conducted, using a CCK8 assay and flow cytometry. In addition, when compared to that in the control group, the cell viability in the treated groups was inhibited, the ROS levels and apoptosis rate increased, and cell-cycle arrest was observed in both the *E. coli* and *S. aureus* groups. The mastitis cell model was therefore optimized. Therefore, we were able to perform high-throughput sequencing analysis of lncRNAs from treated and untreated cells and study the differential expression of lncRNAs in bovine mastitis more comprehensively. Our sequencing results not only provide comprehensive data on the expression profile of lncRNAs in bovine mastitis, which greatly enrich the transcript genome database for cattle, they also provide a theoretical basis for finding molecular targets that could be used to diagnose and treat different kinds of mastitis (Figure 8).

In this study, we found 2342 differentially expressed lncRNAs in the *E. coli* group and 2313 differentially expressed lncRNAs in the *S. aureus* group. 

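With p adjusted over the 285 lncRNAs tested, 41 lncRNAs were higher and 28 lower in the *E. coli* group than in the control group, and 29 were higher and 26 lower in the *S. aureus* group (adjusted p under 0.05 from edgeR's quasi-likelihood test). Among those that fell most in the *E. coli* group were lncRNAs in introns of SSBP3, a cofactor of LIM-domain transcription factors, of IGFBP7, a secreted protein that binds insulin-like growth factors, and of MMP16, a membrane-bound metalloproteinase. That of SSBP3 (rna9549) had 2 counts over the *E. coli* libraries against 183 over the control libraries, a ratio after normalization of 0.0393 (95% counting interval 0.00473 to 0.144, adjusted p = 2.0e-04 from the same test). The ratios for IGFBP7 (rna19094) and MMP16 (gene18254) were 0.0431 (95% counting interval 0.00517 to 0.158, adjusted p = 3.4e-04 from the same test) and 0.0719 (95% counting interval 0.0147 to 0.214, adjusted p = 0.0041 from the same test). All 3 counts of gene18254 over the *E. coli* libraries were in replicate 1, and without 1 library at a time its log2 fold change there, -3.69 with all, ranged from -7.59 to -3.07. The lncRNA in an intron of ARHGEF28 (gene25375) fell in the *E. coli* group, with a log2 fold change of -2.92 (standard error 0.63, adjusted p = 0.0012 from the same test), and had 0.36 (standard error 0.53, adjusted p = 0.69 from the same test) in the *S. aureus* group. Without 1 library at a time its value in the *E. coli* group ranged from -4.32 to -2.27. The lncRNAs at FBXL14 and the Wnt ligand gene WNT5B (rna17046) and at CDADC1 (rna36048) also fell in the *E. coli* group, with log2 fold changes of -3.02 (standard error 0.84, adjusted p = 0.0067 from the same test) and -2.70 (standard error 0.69, adjusted p = 0.0041 from the same test). The call of rna17046 was lost without *E. coli* replicate 3 (adjusted p = 0.052). With 3 counts in place of 0 in the *S. aureus* group, the antisense lncRNA of TRANK1 (rna61097) was 27.5-fold lower there and that of SRRM3 (rna68644) 7.78-fold lower (adjusted p = 9.5e-08 and 1.0e-03 from the same test). In the *E. coli* group their log2 fold changes were -1.31 (standard error 0.29, adjusted p = 0.0025 from the same test) and -0.75 (standard error 0.42, adjusted p = 0.20 from the same test). The lncRNA in an intron of UACA, an ankyrin repeat protein (gene13019), had a ratio of 0.0725 (95% counting interval 0.00182 to 0.410, adjusted p = 0.036 from the same test) in the *S. aureus* group. With 3 counts in place of 0 the intergenic gene10949 was 3.68-fold lower there (95% counting interval of the ratio up to 0.338, adjusted p = 0.039 from the same test). The call of gene13019 was lost without control replicate 2 (0.065) or 3 (0.070) or *S. aureus* replicate 1 (0.12) or 2 (0.090), and its log2 fold change, -3.68 with all libraries, ranged from -7.78, without *S. aureus* replicate 3 that holds its only count in the group, to -3.09. That of gene10949 was lost without control replicate 1 (0.087) or 2 (0.072) or any 1 of the *S. aureus* libraries (0.066 to 0.11). An unadjusted p under 0.05 was reached by 104 lncRNAs in the *E. coli* group and 96 in the *S. aureus* group, and treated and control libraries did not overlap for 124 and 116, where chance gives 10% of 285. DESeq2 called 42 higher and 47 lower in the *E. coli* group, and 45 higher and 29 lower in the *S. aureus* group. With total counts in place of TMM, 22 were higher in the *E. coli* group and 13 in the *S. aureus* group, where 70 were lower, and with clean reads as library size 9 and 2 were higher and 222 and 278 lower. Single libraries also moved these numbers. Without *E. coli* replicate 2, 25 were higher in the *E. coli* group and 42 lower in the *S. aureus* group, without *S. aureus* replicate 2, 48 were lower in the *E. coli* group and 16 in the *S. aureus* group, and without *S. aureus* replicate 3, 43 were lower in the *E. coli* group.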

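At an adjusted p under 0.05, 19 lncRNAs were higher and 12 lower in both treated groups. The intergenic rna65470 rose in the *S. aureus* group as well, to 4368 ± 929 CPM (SD, n = 3), a log2 fold change of 4.70 (standard error 0.41, adjusted p = 1.0e-08 from edgeR's quasi-likelihood test). A further intergenic lncRNA, rna12826, had 2.40 (standard error 0.24, adjusted p = 9.4e-08 from the same test) in the *S. aureus* group and 1.82 (standard error 0.23, adjusted p = 2.9e-06 from the same test) in the *E. coli* group. The bidirectional lncRNA of CCDC107 (rna25508) had 2.43 (standard error 0.35, adjusted p = 1.7e-05 from the same test) and 1.33 (standard error 0.32, adjusted p = 0.0040 from the same test). The lncRNA in an intron of BCAS2, a component of the spliceosome (gene3627), had 3.01 (standard error 0.70, adjusted p = 0.0023 from the same test) in the *E. coli* group and 3.73 (standard error 0.84, adjusted p = 0.0020 from the same test) in the *S. aureus* group, where the call was lost without *S. aureus* replicate 2 (adjusted p = 0.061). Those of TBX3, P4HA1 (rna72494), ASS1 and SMIM3 were called in the *S. aureus* group too, at log2 fold changes of 3.01, 2.14, 2.47 and 3.67 (adjusted p = 0.0017, 0.0025, 0.021 and 0.0042 from the same test). Their calls changed with single libraries, the filter or the normalization. The call of TBX3 was lost without *S. aureus* replicate 3 (0.053), that of SMIM3 without *S. aureus* replicate 1 (1.45, 0.55), that of ASS1 without *S. aureus* replicate 1 (1.54, 0.34) or control replicate 1 (0.067), and that of P4HA1 with all lncRNAs of at least 2 counts in the test (0.12). With total counts in place of TMM those of P4HA1 (0.075) and ASS1 (0.077) were lost too, and that of ASS1 also with all lncRNAs of at least 2 counts (0.18). With clean reads as library size, the lncRNAs of P4HA1 and CCDC107 and rna12826 were lower in the *S. aureus* group (log2 fold changes of -1.48, -1.18 and -1.23, adjusted p = 0.0090, 0.0044 and 8.9e-05). Those of TBX3 (-0.60, adjusted p = 0.37), ASS1 (-1.12, 0.14), SMIM3 (0.13, 0.89) and BCAS2 (0.16, 0.85) were not called there, nor were those of CCDC107 (-0.25, 0.51), rna12826 (0.22, 0.41), ASS1 (0.81, 0.22) and BCAS2 (1.44, 0.072) in the *E. coli* group. In the *E. coli* group rna56138 was called at 4.46 (standard error 1.09, adjusted p = 0.0040 from the same test), but at 0.12 without *E. coli* replicate 3 (adjusted p = 0.95), and not by DESeq2 (0.099). The lncRNAs of SSBP3, IGFBP7 and MMP16 had no count in any *S. aureus* library. With 3 counts in place of 0 they were 5.07-fold, 4.63-fold and 4.16-fold lower there (adjusted p = 0.0042, 0.0064 and 0.028 from the same test). Those of RIN2, an exchange factor for Rab5 (rna38165), and FARP1, a FERM domain protein (rna36932), and the intergenic rna24791 also had none. In the same way they were 3.88-fold, 3.07-fold and 3.2-fold lower (adjusted p = 0.018, 0.017 and 0.026 from the same test), and the 95% counting interval of the ratio reached 0.396 for rna24791. In the *E. coli* group these 3 fell with log2 fold changes of -3.22, -2.89 and -2.94 (adjusted p = 0.0040, 0.0043 and 0.0068). The calls of gene18254, rna38165, rna36932 and rna24791 in the *S. aureus* group were each lost without 1 library, control replicate 1 or any 1 of the *S. aureus* libraries and, for gene18254, control replicate 3 or, for rna24791, control replicate 2 (adjusted p up to 0.11), and that of rna24791 in the *E. coli* group without *E. coli* replicate 1 (0.051). The intergenic rna36099 fell in both groups, with -2.84 (standard error 0.41, adjusted p = 8.1e-06 from the same test) in the *E. coli* group and -2.95 (standard error 0.53, adjusted p = 2.8e-04 from the same test) in the *S. aureus* group. Without 1 library at a time the value in the *S. aureus* group ranged from -5.08 to -2.58. A single lncRNA was called in opposite directions. This lncRNA, rna63812 in an intron of the transcription factor gene FOXP4, named after its values were seen, had a log2 fold change of 1.27 in the *E. coli* group and -1.98 in the *S. aureus* group (adjusted p = 0.0061 and 0.048). In both groups 78 lncRNAs were past the paper's thresholds, 15 higher in both and 58 lower in both. In the 20 simulations of unchanged groups against the same control libraries, 0.55 were higher and 10.8 lower in both on average (at most 2 and 18), and independent lists of the observed sizes would share 2.72 and 12.2. Neither number allows for shared controls and real changes together, so part of the overlap may come from the shared controls. In these simulations lncRNAs without a control count could not be called higher.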

A total of 2225 lncRNAs were differentially expressed in the two different stimulation groups. We chose 10 lncRNAs for verification. The qRT-PCR analysis showed that the upregulated and downregulated lncRNAs were consistent with the RNA-seq data. The results indicate that these differentially expressed genes may play a vital role in the occurrence of mastitis. LncRNAs are upstream regulators of mRNAs, and we concluded that inactivated *E. coli* and inactivated *S. aureus* have a high degree of similarity in regulating lncRNAs. Therefore, we could find potential lncRNAs as targets for the diagnosis or treatment of mastitis. Furthermore, the current findings may provide new insights of relevance for mastitis drug development.

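The log2 fold changes of the 285 lncRNAs in the *E. coli* and *S. aureus* groups were alike in part. The intergenic rna65470 rose in both groups and the lncRNA of SSBP3 fell in both, whereas that of ITGB6 differed between the groups. That of TBX3 was called higher in both, but was lower in the *S. aureus* than in the *E. coli* group when compared directly (log2 fold change -1.77). Its call in the *S. aureus* group was lost without *S. aureus* replicate 3 (adjusted p = 0.053 from edgeR). Pearson's r across lncRNAs was 0.62 and Spearman's coefficient 0.52, where lncRNAs are not independent replicates. Without *E. coli* replicate 3 r was 0.40 and without *S. aureus* replicate 1 it was 0.41. The sign was the same for 67.4% of the lncRNAs. As both groups were compared with the same 3 control libraries, 100 simulations of unchanged groups against these controls were made, which gave an r of 0.29 on average and 0.55 at most, and the same sign for 68.4% at most. The covariance of the fold changes was 1.57, against 0.107 on average and 0.250 at most in these simulations. Both r and the covariance include 10 lncRNAs without counts in a group, whose fold changes have no defined size, and neither was computed without them. Lists of the observed sizes drawn independently would share 4.17 higher and 2.55 lower lncRNAs. Compared directly, 13 lncRNAs were higher and 19 lower in the *S. aureus* group than in the *E. coli* group (adjusted p under 0.05 from edgeR, 69 at an unadjusted p under 0.05). The lncRNA of the integrin ITGB6 (rna3910) had a log2 fold change of -1.10 (standard error 0.20, adjusted p = 5.7e-04 from the same test) between these groups, and that of EREG had 1.15 (standard error 0.30, adjusted p = 0.011 from the same test). With all lncRNAs of at least 2 counts in the test, the call of EREG was lost (0.66, adjusted p = 0.66) and 2 lncRNAs were higher in the *S. aureus* group than in the *E. coli* group. This number was 5 with total counts, 0 with clean reads as library size and 29 with DESeq2. The paper concludes that both inactivated bacteria act on lncRNAs in a very similar way.

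**Figure D3:**
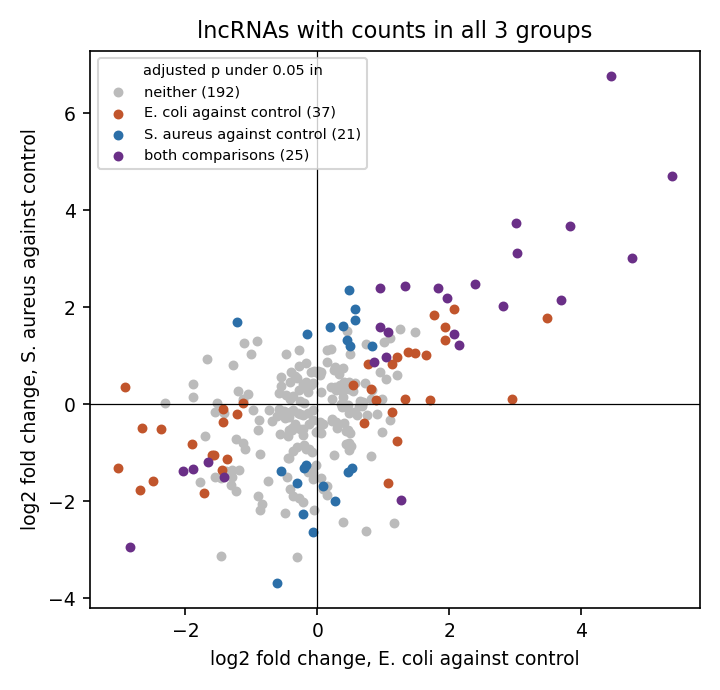
Log2 fold change against control in the *S. aureus* group plotted against that in the *E. coli* group, for the 275 tested lncRNAs with counts in all 3 groups. Each point is an lncRNA, and its color gives the group or groups in which its adjusted p was under 0.05, which was neither for 192, the *E. coli* group for 37, the *S. aureus* group for 21 and both for 25.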

The functions of lncRNAs have not been fully elucidated. They can interact with coding genes in both cis and trans manners to fulfill their functions [40]. It was found that a new lncRNA, LRRC75A-AS1, could protect its maternal gene (*LRRC75A*) from being degraded and promote inflammation [41]. Therefore, we performed KEGG and GO analyses to predict the functions of lncRNAs based on the functions of the maternal genes. We found that the maternal genes of lncRNAs differentially expressed upon treatment with inactivated *E. coli* and inactivated *S. aureus* enriched in functions are highly consistent. GO analysis showed that more maternal genes from the two groups of differentially expressed lncRNAs were involved in the RNA transcription process, as well as functionally related effects such as signal transduction. The upregulated lncRNAs were mainly involved in the establishment of mitochondrion localization, the mitochondrion Prp19 complex and the kinesin complex. The downregulated lncRNAs were mainly involved in epidermal growth factor receptor binding and epithelium migration, as an extrinsic component of membranes and as part of the cell–cell junction. KEGG analysis allowed us to better understand the complex network in the stimulation process. 

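At genes of focal adhesion, 4 lncRNAs rose in the *E. coli* group. That in an intron of CRKL, an adaptor protein of integrin and growth factor signals (rna49128), had a log2 fold change of 3.03 (standard error 0.68, adjusted p = 0.0016 from edgeR's quasi-likelihood test). That in an intron of ACTN4, an actin-crosslinking protein (rna51206), had 2396 ± 1130.0 CPM in the *E. coli* group and 759.7 ± 186 in the control group (SD, n = 3 each), a log2 fold change of 1.65 (standard error 0.39, adjusted p = 0.0031 from the same test). The antisense lncRNAs of ITGB6, a subunit of an integrin that binds latent TGF-β (rna3910), and of PELO and ITGA1 (rna58175) had 0.70 (standard error 0.18, adjusted p = 0.0062 from the same test) and 0.95 (standard error 0.21, adjusted p = 0.0014 from the same test), and relative to clean reads both were lower. The change of rna3910 was not called without *E. coli* replicate 2 (adjusted p = 0.15) or control replicate 3 (0.050), or with all lncRNAs of at least 2 counts in the test (0.087) or total counts (0.28), and that of rna58175 not with total counts (0.098). With clean reads as library size the lncRNAs of CRKL and ACTN4 were not called (1.47, adjusted p = 0.063, and 0.046, adjusted p = 0.91). In the *S. aureus* group the CRKL lncRNA had 3.12 (standard error 0.92, adjusted p = 0.015 from the same test), lost without control replicate 1 or 3 or any 1 of the *S. aureus* libraries (adjusted p up to 0.36), with total counts (0.075) and with clean reads as library size (-0.43, 0.64), and that of ACTN4 had 1.01 (standard error 0.49, adjusted p = 0.14 from the same test). Of the 9 lncRNAs tested for the list of focal adhesion and actin, 4 were higher and 0 lower in the *E. coli* group, also when adjusted over the list alone (camera, adjusted p = 0.34). The others included those of ITGAV (gene1517), DIAPH1 (rna23481) and TNXB (rna64362), at log2 fold changes of -0.21, 0.05 and -0.12 (adjusted p = 0.76, 0.92 and 0.83). In the paper's own list for focal adhesion, which the study chose on these samples and which is not independent evidence, 4 of 9 lncRNAs were higher in the *E. coli* group, and all 3 lncRNAs of its list of upregulated ones that had at least 2 counts were higher at the paper's thresholds. In the *S. aureus* group 2 of 4 were.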

Our results show that the target genes of DE lncRNAs are highly enriched in focal adhesion, the adherens junction, the biosynthesis of amino acids, the cell cycle, and the PI3K–Akt signaling pathway. The signaling pathways revealed by the enrichment of the lncRNA maternal genes had a high degree of correlation with the related phenotypes of the cells in the mastitis model that we verified. For example, under inflammatory conditions, a damaged tight-junction barrier can increase paracellular permeability and cause cell damage, such as erosion, ulcers, and apoptosis. It can also stimulate the release of pro-inflammatory cytokines, such as TNF-α and IFN-γ, ultimately worsening the inflammation [42,43]. It has been reported that cell-cycle arrest can also cause cell apoptosis in response to DNA damage [44]. The PI3K–Akt signaling pathway has often been reported to regulate the biological processes of inflammation, apoptosis, and cell proliferation [45,46,47]. These ideas were supported by our findings, and lncRNAs may play an important role in cell damage through cis functions. These possible associations should be further explored in future research.

Salmena et al. offered a hypothesis regarding competitive endogenous RNAs (ceRNAs), suggesting that lncRNAs, mRNAs and other types of RNA could act as natural miRNA sponges through pairing with microRNA response elements (MRE). The separation of miRNAs and mRNAs hinders the function of miRNAs [48,49]. Many studies have confirmed this hypothesis. LncRNAs affect the occurrence of mastitis and other diseases through the action of ceRNAs [50]. In our study, an lncRNA–miRNA–mRNA interaction network diagram was constructed based on the principle of ceRNA action, and we found that 18 lncRNAs and 54 mRNAs had a total of 18 miRNA binding sites.

Based on the interaction network diagram, we found that LOC100140121 and LOC104971359 in the *E. coli* group and LOC112442703 and LOC104971369 in the *S. aureus* group could all act as sponges for miR-149-3p. Previous studies have proven that miR-149-3p can participate in the regulation of cell proliferation, apoptosis, and inflammation [51,52]. In our research, miR-149-3p was also predicted to have binding sites in MAPK3, MAPK14, PIK3R2, PRKAG3 and other mRNAs. The MAPK signaling pathway is closely related to cell injury [53]. For example, MAPK3, also known as extracellular-regulated protein kinase 1 (ERK1), is reported to downregulate the expression of miR-483-5p post-transcriptionally, leading to apoptosis and oxidative stress in human cardiomyocytes under hypoxia [54]. Another study reported that inhibiting miR-124 can cause the overexpression of MAPK14, which, in turn, activates the MAPK signaling pathway and promotes lung cell apoptosis and inflammation [55]. In addition, existing research has shown that PIK3R2 can be used as a target for miRNAs [56]. After being regulated by miRNAs, it can affect cell inflammation and apoptosis by changing the activity of the PI3K/AKT signaling pathway. These previous findings are in agreement with our prediction that lncRNAs may participate in the process of cell damage through sponge function. Similarly, the predicted miR-1777b could also be regulated by LOC104976293 and LOC104971359 in the *E. coli* group and LOC107132431 and LOC104971369 in the *S. aureus* group. Its target genes include RELA, NOTCH2, and JAK3. It has been reported that vascular endothelial cells can inhibit the expression of miR-141-3p in a hypoxic environment and promote cell apoptosis by increasing the content of NOTCH2 by targeting it [57]. Previous studies also showed that JAK3 is a key member of the TLR4 signaling pathway, which plays an important role in the occurrence of inflammation [58]. Some studies have reported that miR-221-3p can inhibit its expression by targeting JAK3 in the 3′-UTR region, reduce the expression of IL-10, and promote the secretion of pro-inflammatory cytokines [59]. Moreover, most of the lncRNA and miRNA targets predicted in this study have not yet been studied, so we predicted their functions through the targeted mRNAs. As discussed, LOC104971359 in the *E. coli* group and LOC104971369 in the *S. aureus* group could jointly regulate multiple miRNAs, and the targets predicted by miRNAs are also significantly related to processes related to cell injury, such as inflammation, apoptosis, and cell proliferation, which we verified in this study. We further speculate that lncRNAs may play an important role in mastitis and that their co-targeted miRNAs could also be used as new targets for treating mastitis.

This study did have some limitations. For instance, endoplasmic reticulum injury and the mitochondrial membrane need to be studied in the future. Additionally, more experiments, e.g., using animal models, are needed to verify the functions of these differentially expressed lncRNAs.

## 4. Materials and Methods

### 4.1. Cell and Bacteria

MAC-T cells (an immortalized cow mammary epithelial cell line) were kindly donated by Professor Mark Hanigan of Virginia Tech University. The MAC-T cells were cultured in DME/F12 medium supplemented with 10% fetal bovine serum (Gibco, Waltham, MA, USA) and cultured in a 37 °C, 5% CO_2_ incubator. The cells were digested using 0.25% trypsin and 0.02% EDTA.

*E. coli* (ATCC 25922) and *S. aureus* (ATCC 29213) were donated by Associate Professor Wang Xiangru and Professor Zhou Rui of Huazhong Agricultural University. The *E. coli* was resuscitated in LB solid medium, and the *S. aureus* was resuscitated in TSA medium. After 12 h at 37 °C, a single colony was observed. A single *E. coli* colony was transferred to a bacterial culture bottle containing 10 mL of LB broth, which was placed in a shaker at 220 RMP/min for 12 h. Similarly, a single colony of *S. aureus* was grown in 10 mL of TSB broth using the same method. The bacteria were diluted by factors of 10^5^, 10^6^, and 10^7^, and evenly spread on a solid medium. Single colonies were cultured at 37 °C for 12 h and then counted.

### 4.2. Construction of Mastitis Model in MAC-T Cells Induced by E. coli and S. aureus

According to the above method, the two bacterial strains were diluted to reasonable multiples. The two bacteria were then heated at 63 °C for 30 min. After the MAC-T cells were cultured for 12 h in 6-well plates with 2 × 10^5^ cells/well, the inactive bacterial strains were added at a 10:1 ratio (bacteria:cells). The inactivated bacteria and cells were cocultured for 24 h, and the culture medium was discarded. The cells were washed 2–3 times with cold PBS, and 1 mL of TRIzol (Invitrogen, Carlsbad, CA, USA) was added to each well for RNA extraction. Each treatment was performed in triplicate.

### 4.3. Quantitative Real-Time PCR

Total RNA was harvested using TRIzol and reverse transcribed into cDNA using the Hiscript III Reverse Transcriptase (Vazyme, Nanjing, China). Next, we used the AceQ qPCR SYBR Green Master Mix (Vazyme) and the ViiA™ 7 Real-Time PCR System (Foster city, CA, USA) to determine the relative mRNA levels. Finally, the 2^−ΔΔCt^ method was used for comparative analysis. Table 1 lists the primers used in this study.

### 4.4. Determination of Cell Cycle

A total of 2 × 10^5^ cells/well were seeded in 6-well plates. The cells were digested using trypsin for 3 min before the samples were centrifuged to collect the cells. After washing it 3 times with PBS, the sample was resuspended in 70% ethanol. Next, the cells were fixed at 4 °C for 12 h in the 70% ethanol, washed with PBS again, centrifuged at 1000 rpm for 5 min, and stained with propidium for 30 min in a dark environment (Beyotime, Shanghai, China). Then, the cell cycle was detected using a flow cytometer.

### 4.5. Annexin V-FITC and PI Assay for Apoptosis

A total of 2 × 10^5^ cells/well were seeded in 6-well plates. Cell apoptosis was assayed using the Annexin V-FITC/PI Apoptosis Detection Kit (Vazyme). First, we removed the medium and washed the cells with PBS. After detaching and separating the cells using trypsin for 3 min, the samples were centrifuged to collect the cells. After washing it 3 times with PBS, the sample was resuspended in 100 µL of 1 × binding buffer. In total, 5 µL of Annexin V-FITC and 5 µL of PI staining solution were added to the sample, and the mixture was incubated in a dark environment for 10 min. Then, 400 µL of 1 × binding buffer was added, and the sample was gently mixed. Finally, the rates of cell apoptosis were measured using a flow cytometer.

### 4.6. Measurement of the Levels of Intracellular ROS

A total of 2 × 10^5^ cells/well were seeded in 6-well plates. A Reactive Oxygen Species Assay Kit (Beyotime) was used to detect the ROS levels. First, we removed the medium and washed the cells with PBS. Then, we added 1 mL of DCFH-DA at a concentration of 10 µmol/L and incubated the mixture for 20 min in a 37 °C cell incubator. After the detachment and separation of the cells using trypsin for 3 min, the samples were centrifuged to collect the cells. Finally, the cells were washed 3 times with PBS, and the ROS levels were measured using a flow cytometer.

### 4.7. Cell Viability Assay

A total of 10^4^ cells/well were seeded in 96-well plates, grown for 12 h and then treated with inactivated *E. coli* and *S. aureus*. Next, 10 µL of CCK-8 (Dojindo, Shanghai, China) was added to each well, and the plate was incubated for 24 h. The absorbance at 450 nm was read.

### 4.8. Establishment of LncRNA Library

We sent 9 samples that underwent different treatments to Cloud-Seq Biotech (Shanghai, China) for lncRNA sequencing. A NEBNext^®^ rRNA Depletion Kit (New England Biolabs, Ipswich USA) was used to enrich for mRNAs by removing rRNAs. To construct RNA libraries with the TruSeq Stranded Total RNA Library Prep Kit (Illumina, San Diego, CA, USA), rRNA-depleted RNAs were used. Finally, the libraries were checked for quality and quantified using the BioAnalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). Library sequencing was performed on an Illumina NovaSeq instrument with 150 bp paired-end reads.

### 4.9. LncRNA Raw Data Processing and Identification

Reads were aligned to the cow reference genome (ARS-UCD1.2) using the Hisat2 software (v2.0.4). Then, we used the HTSeq software (v0.9.1) to obtain genes, transcripts of length ≥ 200 bp and exons with counts ≥2. Next, the raw counts were normalized using edgeR (v3.16.5), and the differential expression of lncRNAs between the two sets of samples was calculated. Fold change = 2.0, namely, log2(FC) = 1.0, *p* ≤ 0.05, was set as the threshold for screening the differences.

### 4.10. Analysis of Biological Information and Data Processing

We selected the differential expression analyses of the lncRNAs. Analyses of gene ontology (GO) enrichment for the lncRNA target genes were completed using the DAVID software, and *p* < 0.05 was considered significant. We used the DAVID [60] software to test the statistical enrichment of differentially expressed lncRNA target genes in the Kyoto Encyclopedia of Genes and Genomes (KEGG; https://www.kegg.jp/kegg/, accessed on 27 April 2020). Additionally, we used RNAhybrid (2.1.2) to predict lncRNA and miRNA interactions [61]. The downstream mRNAs were predicted using Targetscan (http://www.targetscan.org/vert_72/, accesed on 20 April 2021) for predicted miRNAs.

### 4.11. Statistical Analysis

Data analyses were performed using Flowjo_V10 and Prism 7 (GraphPad software). The results were obtained from three independent experiments, shown as the mean values (±SEMs) of three independent experiments. Student’s *t*-test was used to differentiate groups, and *p* < 0.05 was considered statistically significant.

## 5. Conclusions

Bovine mastitis is a common disease and its exact pathological mechanism is still under study. LncRNAs differentially expressed in mastitis may regulate the expression of target genes through a variety of potential mechanisms, including cis-acting factors and trans-acting factors ceRNAs, which ultimately lead to the occurrence of mastitis. The current study’s findings indicate that differentially expressed lncRNAs were associated with cell injuries in mastitis models induced by *E. coli* and *S. aureus*. Moreover, our study provides a novel insight into the pathogenesis of mastitis via the lncRNA expression profile, which may represent a new target for controlling and preventing mastitis.

## Figures and Tables

**Figure 1:**
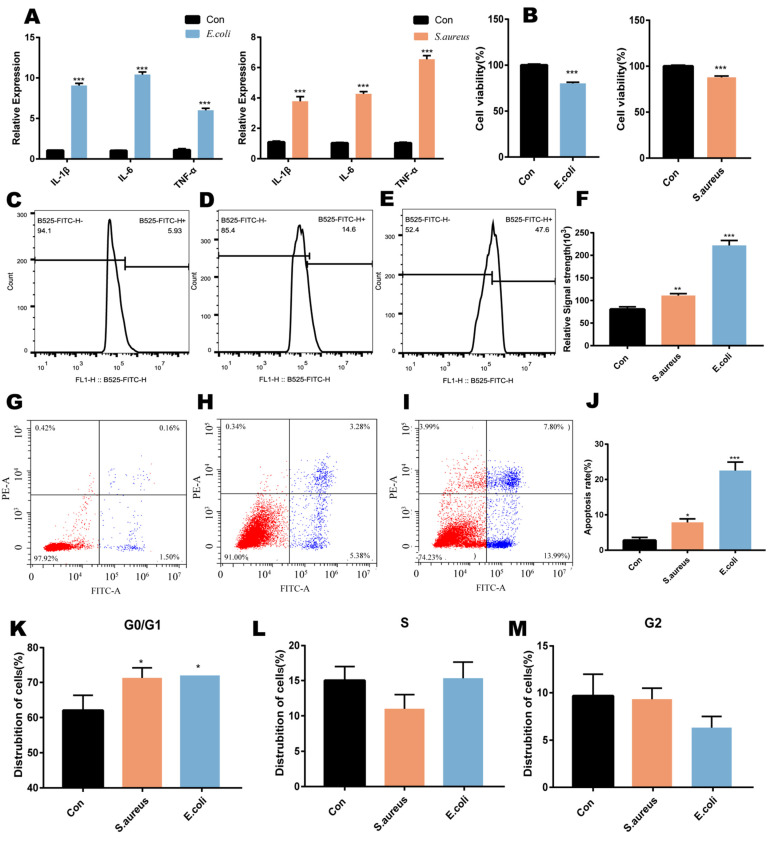
(**A**) mRNA expression of IL-1β, IL-6 and TNF-α. (**B**) Effects of *E. coli* and *S. aureus* on cell viability of MAC-T cells. Detection of ROS levels in cells by flow cytometry: (**C**) Con, (**D**) *E. coli* and (**E**) *S. aureus*. (**F**) Y-axis: signal strength units (10^3^). Apoptosis detected by flow cytometry: viable cells (FITC−/PI−), early apoptotic cells (FITC +/PI-), late apoptotic cells (FITC+/PI+) and cell debris (FITC- /PI +). (**G**) Con, (**I**) *E. coli*, (**H**) *S. aureus*, and (**J**) apoptotic rate. (**K**–**M**) Detection of cycle in cells by flow cytometry. Values are means ± SD, *n* = 3. *, ** and *** represent *p* < 0.05, *p* < 0.01 and *p* < 0.001, respectively.

**Figure 2:**
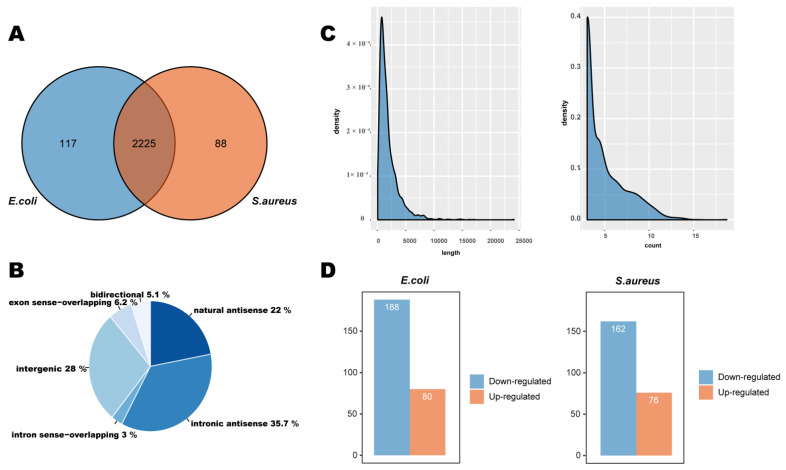
(**A**) Venn diagram showing the numbers of lncRNAs found in the *E. coli* and *S. aureus* groups. (**B**) Novel lncRNAs, mainly classified as intergenic lncRNAs, natural antisense lncRNAs and intronic antisense lncRNAs. (**C**) Distribution of transcript lengths and counts in the lncRNAs. The X-axis depicts the lncRNA length and count, and the Y-axis represents abundance. (**D**) Histogram of the differentially expressed lncRNAs in the *E. coli* and *S. aureus* groups. Columns indicate significantly upregulated lncRNAs (red) and downregulated lncRNAs (blue) (*p* < 0.05).

**Figure 3:**
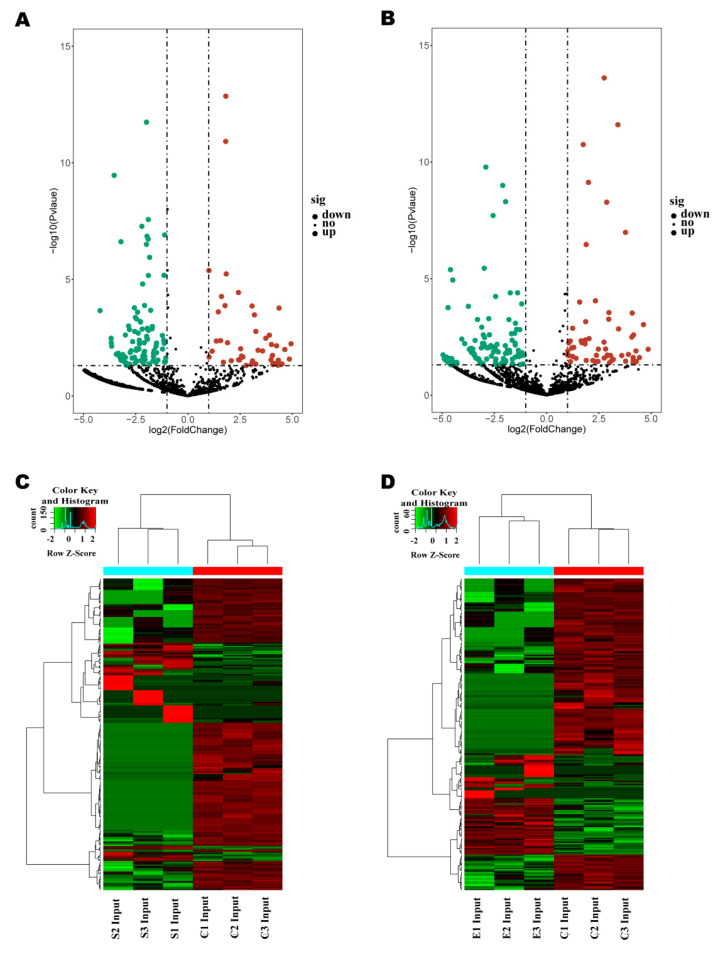
Volcano plots of lncRNAs differentially expressed between the control group, the *E. coli* group (**A**) and the *S. aureus* group (**B**). The red dots on the right indicate the significantly upregulated lncRNAs, and the green dots on the left indicate the significantly downregulated genes (*p* < 0.05). The black dots represent no significant difference (*p* > 0.05). Heatmap of lncRNAs differentially expressed between the control group, the *E. coli* group (**C**) and the *S. aureus* group (**D**). Green-to-red scale indicates low-to-high lncRNA expression levels. Differentially expressed lncRNAs were defined based on a threshold fold change >1.5 at *p* < 0.05.

**Figure 4:**
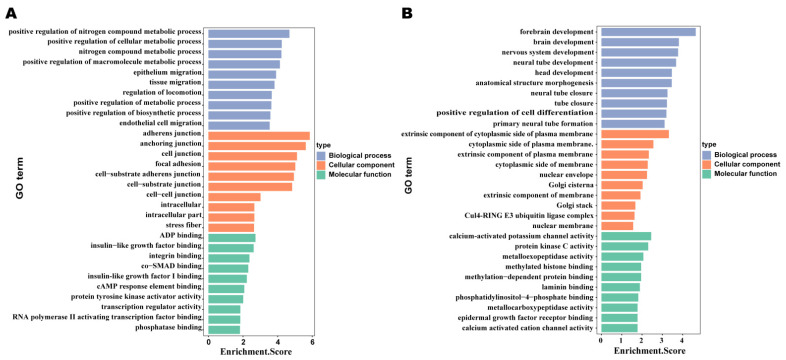
The top 10 GO terms enriched for the targets of significantly downregulated expressed lncRNAs in three categories (biological process, cellular component and molecular function). (**A**) *S. aureus*; (**B**) *E. coli*. *p* ≤ 0.05 = significant enrichment.

**Figure 5:**
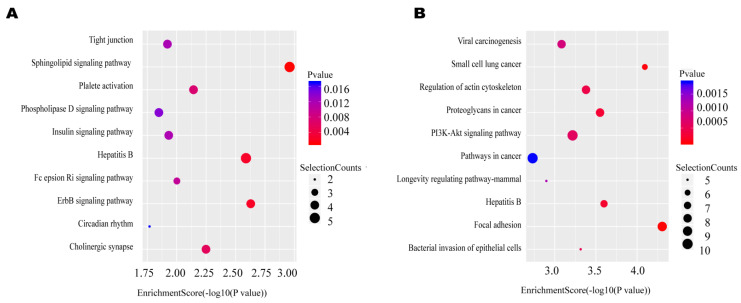
The top 10 KEGG pathways enriched for the targets of significantly downregulated expressed lncRNAs. (**A**) *E. coli*; (**B**) *S. aureus*. *p* ≤ 0.05 = significant enrichment.

**Figure 6:**
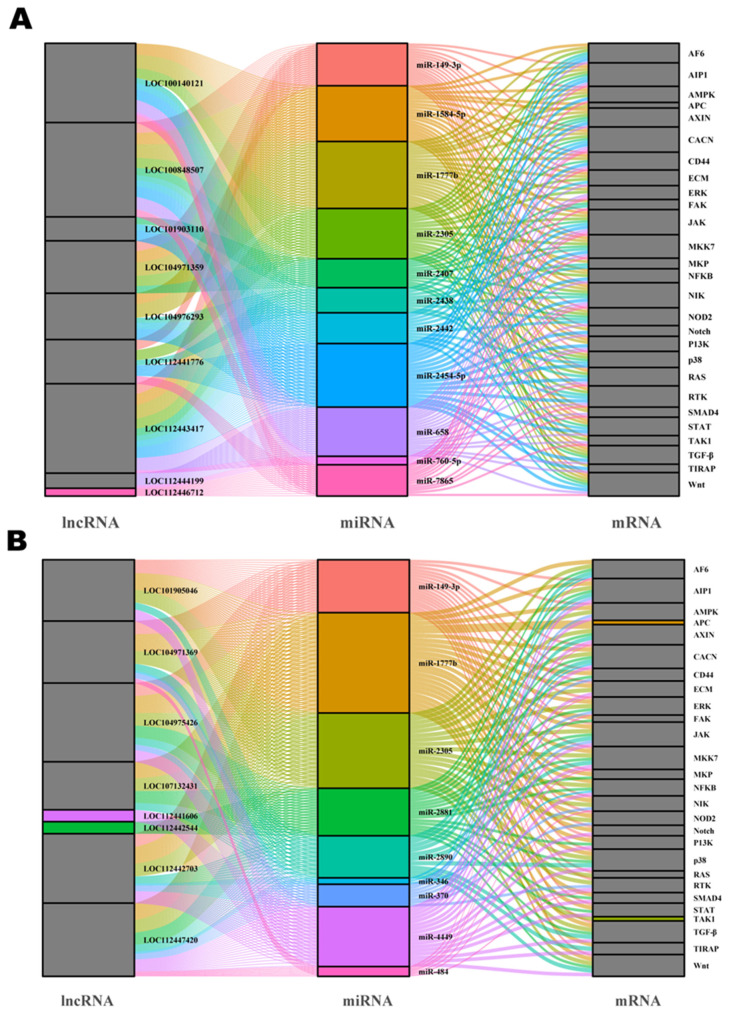
LncRNA–miRNA–mRNA correlation network. The network contains lncRNAs (left) and miRNAs (middle). The size of the square represents how strongly the predicted binding site is associated. The color indicates which miRNA has a predicted binding site for a lncRNA and mRNA. If the predicted number of miRNAs binding is greater than 2, the lncRNA or mRNA is depicted in gray. (**A**) the *E. coli* group, (**B**) the *S. aureus* group.

**Figure 7:**
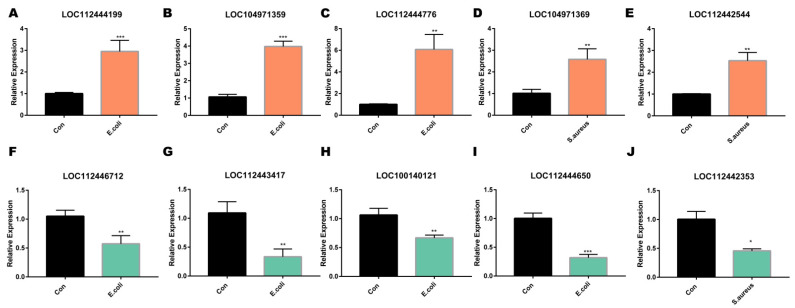
Validation of the differentially expressed lncRNAs by RT-qPCR. (**A**–**E**) the upregulated expressed lncRNAs, (**F**–**J**) the downregulated expressed lncRNAs. Values are means ± SD, *n* = 3. *, ** and *** represent *p* < 0.05, *p* < 0.01 and *p* < 0.001, respectively.

**Figure 8:**
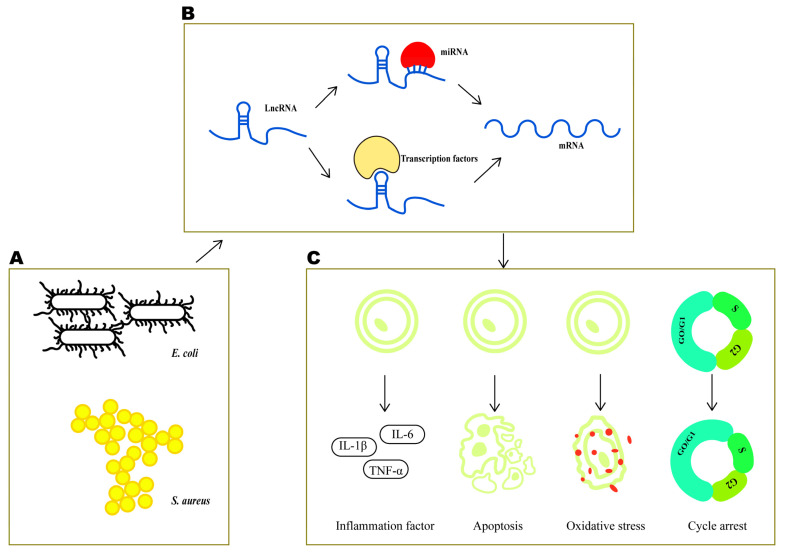
Schematic of relationship between lncRNAs and cell injuries induced by *E. coli* and *S. aureus.* (**A**) Cell injuries inducer of *S. aureus* and *E. coli*, (**B**) LncRNA interact with mRNA in both cis and sponge manners during cell injuries, (**C**) Cell injuries regulated by LncRNA.

**Table 1:** The primers used in this study.

Gene	Primers Sequence (5′ → 3′)	
β-actin	F: TGCTGTCCCTGTATGCCTCT	R: GGTCTTTACGGATGTCAACG
LOC104971359	F: GCTGACCGCTCCTCTCTAAT	R: GTTCTGGCTGGTTCCTGTCA
LOC104971369	F: ACGTGACAAAGTCTGCCGAT	R: TGGTCGCCTGTCCTGTTATG
LOC112444199	F: AAGCAAGGCAGCTCGAGTT	R: CCCCCAGTCCTCATCAAAGT
LOC112444776	F: AGCTTCTCCCCTGGTTTTCC	R: GCACCTTGTCACTCTCCTGA
LOC112446712	F: AGCAGCTGGATAACATGGCA	R: CTTTGGTTTGGTGCACAGGG
LOC112443417	F: CTGCCAGCAACGTGACATTT	R: CTTTGGTTTGGTGCACAGGG
LOC100140121	F: TTTGCGATGACAGGGAAGCT	R: GCGAAATGTAACGCGGGAAA
LOC112442353	F: TGGCAAGAGTCTGGAATGGG	R: CCTCATGGTCACGATGCTCA
LOC112444650	F: AAGACAGTGGATTCGTGGGG	R: TCTGTAAGAATCCCACCGGC
IL-1β	F: TTCCATATTCCTCTTGGGGTAGA	R: AAATGAACCGAGAAGTGGTGTT
IL-6	F: CAGCAGGTCAGTGTTTGTGG	R: CTGGGTTCAATCAGGCGAT
TNF-α	F: CTTCTCAAGCCTCAAGTAACAAGC	R: CCATGAGGGCATTGGCATAC

## Data Availability

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181464, accessed on 5 August 2021.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22189719/s1.

How the deposited data were processed for this re-analysis (not part of the article)

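The study sequenced total RNA of the bovine mammary epithelial line MAC-T after 24 h without bacteria or with inactivated *E. coli* or *S. aureus*, with 3 libraries per group and 9 in all. Ribosomal RNA was depleted and stranded libraries were read as pairs of 150 bp. According to the paper and the submitters' notes, reads were trimmed with cutadapt 1.9.3, aligned to ARS-UCD1.2 with HISAT2 2.0.4, counted with HTSeq 0.9.1 and normalized with edgeR 3.16.5. The deposited table holds raw counts per lncRNA transcript and the authors' normalized values, which are log2 counts per 1000000 lncRNA counts with a prior count and edgeR's normalization factors. The raw counts alone were used here. The table has 8346 lines for 2430 transcripts, since a transcript is repeated for each transcript of its associated gene, and repeated lines were collapsed. All 9 columns of counts were used.

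The libraries held 6586 to 71716 lncRNA counts, and replicate libraries differed by more than counting noise (chi-square per degree of freedom from 2.68 to 40.8). TMM factors ranged from 0.649 to 1.61. The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after TMM and the default filter filterByExpr, which kept 285 transcripts, with all 9 libraries in 1 fit, no covariate and an adjusted p under 0.05 by Benjamini and Hochberg. The paper's thresholds, a fold change of 2 and an unadjusted p of 0.05, were applied to the 2001 transcripts with at least 2 counts over the 9 libraries, with the same tool. Values per library were compared by exact permutation tests, two-sided, whose smallest p is 0.1 with 3 libraries against 3. Class sets and lists of associated genes were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated one, and with fry. Summaries and plots were made with Python 3.11.15.

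Apart from those named at the end of this part, the tests, the alternatives, the lists of genes and the rule for the named lncRNAs were chosen before the data were examined, after the paper and its supplementary tables had been read, so that part of the fold changes had been seen. The rule takes, for each treated group, the 8 largest increases and the 10 largest decreases among called lncRNAs whose treated libraries all lie on 1 side of the control libraries. It adds the 6 lncRNAs with the most counts, every called member of the fixed lists, and each of the 20 lncRNAs that the paper names and that can be paired with an identifier in the table. Of those 20, 6 were paired, by the exact length in Table S7 together with the neighboring gene, and 14 were not. The rule gave 45 transcripts. The fixed lists cover inflammation and NF-kB, interferon response, apoptosis, cell cycle, tight and adherens junctions, focal adhesion and actin, PI3K-Akt, ErbB and growth factor signaling, amino acid and arginine metabolism, oxidative stress, luminal mammary epithelium and other cell types. An lncRNA counts for a list through its associated gene. Several list members are genes that the study named as targets on these samples, so the lists are not independent evidence. Of 1617 names of associated genes, 1590 are in a reference annotation of the later assembly ARS-UCD2.0, which served for names and neighbors alone. Tables S1, S3, S4 and S7 were at hand only in part or hold fewer lncRNAs than the text gives, so no overlap with them was tested.

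A fold against a group without counts was computed with 3 counts over the group and is no lower bound. Where a group had 1 to 3 counts, the ratio is given with an exact interval at 95% confidence. The fold with 3 counts leaves out the counting error of the other group, and neither that fold nor the interval covers the spread between libraries. On simulated data with the same depths, of the changed lncRNAs that passed the filter, the main test found 87.5% of 4-fold and 38.5% of 2-fold changes in the *E. coli* group, and 67.5% and 16.6% in the *S. aureus* group, with 7.85% and 6.80% of the calls false. Changed lncRNAs that the filter removed are not in these shares. With all lncRNAs of at least 2 counts in the test, 21.9% and 6.30% of 4-fold changes were found, with 4.12% and 33.0% of the calls false. Replicate number entered as a term in an alternative only. Alternatives were other normalizations (RLE, TMMwsp, total counts, clean reads, library sizes without transcripts over 5% of a library), other filters, DESeq2 1.42.0, edgeR's legacy fit, fits of 2 groups, thinning of every library to 6586 counts over 20 draws, and fits without each library in turn. Leaving out each library in turn for counts per 1000000 clean reads, and the choice of lncRNAs with a mean count of at least 10 for changes per clean read, were added after the data had been seen. So were the ratio of clean reads and the ratio without the 10 most abundant lncRNAs as tests of the lower lncRNA counts, and the simulations of unchanged groups at the paper's thresholds. The rule for reading the changes per clean read and the tolerance for a change in the correlation, which is the SD of 0.0541 over the fits without 1 library, were changed after values had been seen.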

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

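Of the tests in this part, that for the most abundant lncRNAs as the source of the lower lncRNA counts, and the ratio of clean reads beside it, were chosen after the result was seen, and the set of lncRNAs for the comparison per clean read and the rule for reading it were changed after first values had been seen. The simulations of unchanged groups at the paper's thresholds were also added after the data had been seen.

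The response to both bacteria differed for 32 lncRNAs in the direct test of edgeR (adjusted p under 0.05), with 13 higher and 19 lower in the *S. aureus* group than in the *E. coli* group. Higher in the *S. aureus* group, on the log2 scale, were the lncRNAs of ARHGEF28 (gene25375, 3.28, adjusted p = 0.0073), of PELO and ITGA1 (rna58175, 1.45, adjusted p = 6.9e-05), of EREG (rna19359, 1.15, adjusted p = 0.011) and of CCDC107 (rna25508, 1.10, adjusted p = 0.041). Lower in the *S. aureus* group were those of P4HA1 (gene31726, -2.84, adjusted p = 0.021, and rna72494, -1.57, adjusted p = 0.012), IGF1R (rna58893, -2.70, adjusted p = 0.0074), TBX3 (rna48242, -1.77, adjusted p = 0.021), ITGB6 (rna3910, -1.10, adjusted p = 5.7e-04) and ITGA5 (rna14004, -0.80, adjusted p = 0.011). With 3 counts in place of 0, the lncRNA of TRANK1 (rna61097) was 11.3-fold lower and that of SRRM3 (rna68644) 4.58-fold lower (adjusted p = 6.9e-05 and 0.011 from the same test). For all of these the libraries of both groups did not overlap. With all lncRNAs of at least 2 counts in the test, those of ARHGEF28, EREG and CCDC107 were not called (adjusted p = 0.057, 0.66 and 0.81). The number higher in the *S. aureus* group was then 2, and it was 5 with total counts, 0 with clean reads as library size and 29 with DESeq2.

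Of the lncRNAs past the paper's thresholds, 66.7% in the *E. coli* group and 69.1% in the *S. aureus* group were lower than in control. With every library thinned to 6586 counts the lower share was 57.8% in the lowest of 20 draws for the *E. coli* group. This argues against unequal totals as the whole source there, although simulated groups without change at the unequal depths also gave more lower calls (64 against 20.55). Thinning does not equalize the counts left for lncRNAs other than gene31055. That lncRNA took 33.5% of the counts in the control group, 41.6% in the *E. coli* group and 57.7% in the *S. aureus* group. For the *S. aureus* group 1 of the 20 draws fell to 50%, with a median of 60.1%, so depth may account for the excess there. Unchanged groups gave 110.45 lower and 6.75 higher calls in it. The simulated means came from the control libraries alone, so lncRNAs without a control count could not be called higher. Of the observed higher calls, 8 in the *E. coli* group and 24 in the *S. aureus* group were of such lncRNAs. The lean of the simulations toward lower calls is therefore no measure of depth alone. LncRNAs outside the 285 tested were also simulated with the common spread of the 285 in place of their own. Without the transcript that took over 5% of a library in the library sizes, the lower shares were 75.1% and 75.9%, which argues against that transcript as the source in both groups. A response to the bacteria is open for both groups.

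The treated groups had fewer lncRNA counts per 1000000 clean reads, a measure already divided by the reads sequenced, so that the ratio of control to treated clean reads (1.18 at most) is no test of it. The most abundant lncRNAs are excluded as the source, since without the 10 most abundant the ratio of control to treated was still 3.10 at least. Per clean read, 313 of 330 lncRNAs with a mean count of at least 10 were lower in the *E. coli* group and 328 in the *S. aureus* group, with medians of 3.52-fold and 16.6-fold lower. The spread of these changes was 1.86 and 1.74 times that between replicates, for which 1 value was used in both comparisons. This does not decide whether reads of other origin displaced all lncRNAs alike, and protein-coding and unmapped reads are not in the table. Such reads and lower lncRNA levels after treatment cannot be told apart here, and a source in either may be tested with the counts of all genes.

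The fold changes in the 2 treated groups were alike in part. By the covariance over all 285 lncRNAs, the shared control libraries do not account for this alone. Its 1.57 lay above the 0.250 of the highest of 100 simulations of unchanged groups. The covariance includes 10 lncRNAs without counts in a group, such as rna19094, whose log2 fold change of -7.69 in the *S. aureus* group has no defined size. Neither the covariance nor the correlation was computed without these 10. The correlation was less far from these simulations, at 0.62 against 0.55, and the 67.4% of lncRNAs that changed in the same direction lay under the 68.4% of the highest. Without 1 library at a time the correlation was 0.40 to 0.54, with DESeq2 0.43, with both filters exchanged 0.37 and without a filter 0.39, all under 0.55. With every library thinned to the smallest total it was 0.71 in the median of 20 draws, over a median of 94 lncRNAs. The simulations were not repeated for any of these. A response common to both bacteria is a hypothesis that these tests leave open, and a difference in handling between control and treated cells was not tested.

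In each comparison the real grouping was set against the other splits of the same 6 libraries, with 2 groups in the fit. With 10 splits no share under 0.05 can be had. Of the 10, only 1, the real one, reached the real number of calls in each of the 5 counts below. At an adjusted p under 0.05, the *E. coli* group against control gave 107 calls and no other split any, the *S. aureus* group against control 55 and 1 at most, and both treated groups against each other 28 and 1 at most. By the paper's thresholds the *E. coli* group gave 247 and 81 at most, and the *S. aureus* group 230 and 105 at most.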

How the results depend on the processing

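None of the alternatives below was chosen after the data had been seen, except leaving out each library in turn for counts per 1000000 clean reads, which left both ratios of control to treated within 1.5 times of 2.60 and 7.89, those with all libraries. The *S. aureus* libraries held 6586 to 10600 lncRNA counts, and many calls in that group rest on lncRNAs with few counts in it. Of 1164 values of the 55 named log2 fold changes under alternatives, 1030 kept their direction and their side of the threshold, 121 kept their direction and missed the threshold, 69 of these without 1 library, and 13 changed direction, all with clean reads as library size. The set tests were not run without single libraries. Where no cause is given, the cause was not tested.

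With clean reads as library size, every fold change is shifted by the lower lncRNA counts of the treated libraries. The *E. coli* group then had 9 lncRNAs higher and 222 lower than control (11 and 694 at the paper's thresholds), the *S. aureus* group 2 and 278 (2 and 1029), and 0 were higher and 205 lower in the *S. aureus* than in the *E. coli* group. Both groups shared 2 higher and 222 lower. The values that changed direction were -2.25 for gene31055, -1.23 for rna12826, -1.18 for rna25508, -1.12 for rna35156, -0.60 for rna48242, -0.43 for rna49128, -1.26 for rna58175, -2.43 for rna6845 and -1.48 for rna72494 in the *S. aureus* group, and -0.25 for rna25508, -0.90 for rna3910, -0.66 for rna58175 and -0.52 for rna58893 in the *E. coli* group. With total counts alone, 22 were higher in the *E. coli* group, 13 were higher and 70 lower in the *S. aureus* group, 5 were higher in the *S. aureus* than in the *E. coli* group, and 9 were higher and 22 lower in both. The median of the tested lncRNAs shifted by -0.25 in the *E. coli* group and -0.69 in the *S. aureus* group with total counts, and by -0.18 in both with library sizes that leave out transcripts over 5% of a library, where 45 were lower in the *E. coli* group. RLE size factors gave 87 lower in the *S. aureus* group at the paper's thresholds.

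DESeq2 called 47 lower in the *E. coli* group, 45 higher in the *S. aureus* group and 29 higher in the *S. aureus* than in the *E. coli* group, and 91 lower in the *S. aureus* group at the paper's thresholds. The correlation of fold changes was 0.43. With both filters exchanged, 14 were higher in the *S. aureus* group, 2 higher in the *S. aureus* than in the *E. coli* group and 11 higher in both, and the correlation was 0.37. The median of the lncRNAs shared with the main test shifted by -0.55 in the *S. aureus* group. Past the paper's thresholds, where fewer lncRNAs were then tested, 37 were higher and 48 lower in the *E. coli* group and 36 and 50 in the *S. aureus* group. With at least 10 counts in every library of a group, 60 were lower in the *E. coli* group, 44 higher and 94 lower in it at the paper's thresholds, and 35 and 86 in the *S. aureus* group, with a correlation of 0.45. Without a filter, 17 were higher and 43 lower in the *S. aureus* group, 5 higher and 30 lower in the *S. aureus* than in the *E. coli* group, and 12 higher in both, with a correlation of 0.39. With 2 groups in the fit, 58 were lower in the *E. coli* group and the correlation was 0.52. Replicates with the same number did not deviate together (r from -0.17 to 0.064 over 9 pairs, none over the limit of 0.1 set for this, and 2 of the 9 libraries correlating best with their own number), so they were not taken as paired. With replicate number as a term in the fit (replicate block), 42 were higher and 34 lower in the *E. coli* group, 27 and 21 in the *S. aureus* group, and 40 were higher in the *S. aureus* group at the paper's thresholds. The lncRNAs gene10949, gene13019, gene1517, rna37566 and rna6845 were then not called in the *S. aureus* group (adjusted p = 0.060, 0.060, 0.072, 0.086 and 0.055), and no other call of a named lncRNA changed. With an adjusted p and a fold change of 2 together, 26 were higher and 34 lower in the *E. coli* group and 14 and 29 in the *S. aureus* group.

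Thinned to 6586 counts, where fewer counts are left, the medians over 20 draws were 13 higher and 10 lower in the *E. coli* group (39 and 78.5 at the paper's thresholds), 17 and 15.5 in the *S. aureus* group (89.5 lower at the paper's thresholds), 7.5 higher and 10.5 lower in the *S. aureus* than in the *E. coli* group, and 10.5 higher and 6 lower in both, with a correlation of 0.71. Without 1 library at a time, the number higher in the *E. coli* group ranged from 25 to 48, lower in the *E. coli* group from 27 to 48, lower in the *S. aureus* group from 16 to 42 and higher in the *S. aureus* than in the *E. coli* group from 7 to 14. The correlation ranged from 0.40 to 0.54. The named log2 fold changes that moved by more than 1.5-fold without 1 library ranged, in the *E. coli* group, from -7.59 to -3.07 for gene18254, -4.32 to -2.27 for gene25375, 2.64 to 4.18 for gene3627, -2.51 to -1.40 for gene6887, -4.45 to -2.49 for rna17046, -4.65 to -2.69 for rna38165, 0.12 to 5.51 for rna56138, 5.04 to 6.30 for rna65470 and -5.04 to -3.93 for rna9549, and in the *S. aureus* group from -7.78 to -3.09 for gene13019, -3.20 to -1.91 for gene1517, 0.86 to 2.02 for gene31055, 3.27 to 4.82 for gene3627, 1.45 to 4.07 for rna23846, 1.54 to 2.68 for rna35156, -5.08 to -2.58 for rna36099, -2.34 to -1.42 for rna37566, 2.26 to 3.56 for rna48242, 2.03 to 3.34 for rna49128, 5.71 to 7.75 for rna56138 and 4.25 to 5.55 for rna65470. The outer values of the first 3 counts of lncRNAs come from leaving out *E. coli* replicate 2 (25 higher in the *E. coli* group, 42 lower in the *S. aureus* group) and *S. aureus* replicate 2 (48 higher and 48 lower in the *E. coli* group, 16 lower in the *S. aureus* group), apart from the 27 lower.

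With a count in every library of a group required, 1135 lncRNAs were detected in the control group, 535 in the *E. coli* group and 249 in the *S. aureus* group, 1152 and 1138 with control added, 1135 in both of these sets, and 17 and 3 in 1 set alone. With at least 2 counts in any library, 634 were detected in the *S. aureus* group, and 58 and 40 in 1 set alone. Without the 10 most abundant lncRNAs the ratio of control to *S. aureus* counts per 1000000 clean reads was 12.0. Without gene31055, the *S. aureus* minus control difference in percent of counts was 0.736 for bidirectional, 2.23 for exon sense-overlapping, 3.0 for intergenic, -3.00 for intronic antisense and -2.98 for natural antisense lncRNAs. For class sets in both comparisons with control, 2 tests by fry passed, both of the bidirectional class, and none by camera. For the lists of associated genes, 1 test by camera passed, 0 with an estimated correlation and 4 by fry, which does not compare a list with other lncRNAs, and 2 of these 4 were of the amino acid list. In the clustering, all 9 libraries grouped with their own group with Spearman correlation, and in the median of 20 thinned draws, against 3, the control libraries, in the main setting.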

Differences from the paper's values

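Of the comparisons in this part, those with settings other than the main ones were chosen before the data were examined.

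The paper's text gives 2342 differentially expressed lncRNAs in the *E. coli* group, 2313 in the *S. aureus* group and 2225 in both. By its thresholds the counts here are 237, 223 and 78, and for both single groups the difference stays under all 24 alternatives set before the data were examined, while the third was not recomputed under them. The paper's 3 numbers equal the lncRNAs here with at least 1 count in the *E. coli* or control libraries, in the *S. aureus* or control libraries, and in both of these sets.

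The paper's raw reads in the text are 81512268 for the *E. coli* group, 64310018 for the *S. aureus* group and 82433054 for the control group, and its clean reads 81506016, 64304914 and 82429030. Summed over the 3 libraries of a group, Table S2 gives 189495524, 231728044 and 223706620 raw reads and 189481176, 231715254 and 223687276 clean reads. The paper's numbers are in Table S2 those of single libraries, control replicate 3, *E. coli* replicate 2 and *S. aureus* replicate 1 in that order. No alternative applies to these numbers.

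The folds from counts given here compare the *E. coli* group with control, while the legend of Fig. 7 names no bacterium. By qPCR the paper's LOC112444199 is about 3.0-fold higher in Fig. 7, read by eye. In the counts it is 4.80-fold higher when 3 counts take the place of 0 in the control group, which is no lower bound. As this rests on 4 counts against 0, for which the 95% counting interval starts at 2.37, the counts leave room for the qPCR value. LOC112446712 is about 1.8-fold lower in Fig. 7, read by eye, and in the counts 7.60-fold lower with 3 counts in place of 0 (95% counting interval of the ratio up to 0.166). LOC100140121 is about 1.5-fold lower in Fig. 7, read by eye, and in the counts 2.87-fold lower in the same way (ratio up to 0.455). Its change was not called (adjusted p = 0.22 from edgeR over the lncRNAs with at least 2 counts). These folds are no lower bounds either. In the *E. coli* group the direction was the same for all 3, and also for LOC112443417. In the *S. aureus* group the ratio to control was 0.147 for LOC112446712 but 1.16 for LOC100140121. LOC112444199 had no count there, and the 6 counts of LOC112443417 were all in replicate 2. These values were not recomputed under the alternatives.

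Of the log2 fold changes in the paper's Table S4 for lncRNAs named here, 0 of 26 in the *E. coli* group and 7 of 19 in the *S. aureus* group differ by more than the standard error. The paper's values for the *S. aureus* group against those here are 1.81 and 2.40 for rna12826, 1.84 and 2.43 for rna25508, -1.11 and -0.52 for rna29431, -3.53 and -2.95 for rna36099, 1.82 and 2.40 for rna58175, 4.12 and 4.70 for rna65470, and 1.57 and 2.14 for rna72494. With all lncRNAs of at least 2 counts in the test, none of the 7 differs, and the median difference over the 19 falls from 0.58 to 0.03. Total counts and a fit without a filter also close the difference for 6 of the 7, all but rna29431, for which no other alternative was run. The number of alternatives that close it is 3 of 22 for rna12826 and rna58175, 5 of 22 for rna25508, which include those without control replicate 2 and without *S. aureus* replicate 1, 8 of 22 for rna65470, 11 of 22 for rna72494 and 13 of 22 for rna36099. The other alternatives do not close it.

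The paper gives the numbers of lncRNAs counted with 1 bacterium alone in the text for *E. coli* and *S. aureus* in the opposite order to the counts here, which are 117 for *E. coli* and 88 for *S. aureus*, as in Fig. 2A. The panel of Fig. 2D assigns its numbers of upregulated and downregulated lncRNAs to the bacteria in the opposite order to the text, and at the paper's thresholds the counts here are 79 and 158 for *E. coli* and 69 and 154 for *S. aureus*, within 1.5 times of either. The legend of Fig. 3 states a lower fold threshold than the methods, and the methods' fold change of 2 was used here. The paper describes the typical lncRNA by a low value that it calls counts, and the deposited log2 value of a count of 0 is close to that value, while the median mean count here is 1.11.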

Other observations

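All values in this part come from the test and the lists chosen before the counts were read, after the paper's tables had been seen. No further explanation was tested. For apoptosis, 3 lncRNAs of 36 listed genes were tested, of which 0 were higher and 1 lower in the *E. coli* group, also when adjusted over the list alone, and none was called in the *S. aureus* group. The antisense lncRNA of APAF1, the core of the apoptosome (gene6887), fell in the *E. coli* group, with a log2 fold change of -1.73 (standard error 0.52, adjusted p = 0.015 from edgeR). The call was lost without *E. coli* replicate 1 (adjusted p = 0.093) or 3 (0.065). Its log2 fold change in the *S. aureus* group was -1.83 (standard error 0.72, adjusted p = 0.076 from edgeR). Those of the apoptosis regulators BCL2L1 and BID had -0.87 and 0.81 in the *E. coli* group and -1.04 and 0.12 in the *S. aureus* group (adjusted p = 0.27, 0.35, 0.39 and 0.95). Camera gave an adjusted p = 0.46 for the list in both groups.

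For the interferon response, 1 lncRNA of 35 listed genes was tested, at EIF2AK2, the kinase PKR that is activated by double-stranded RNA, with log2 fold changes of -0.38 and -1.89 in the *E. coli* and *S. aureus* groups (adjusted p = 0.63 and 0.14 from edgeR). For the cell cycle, 1 of 63 genes had a tested lncRNA, that of the transcription factor E2F3, with -0.41 and 0.10 (adjusted p = 0.68 and 0.96 from edgeR). No lncRNA passed the filter for inflammation and NF-kB (65 genes, 13 lncRNAs in the table), oxidative stress (39 genes, 8 lncRNAs), luminal mammary epithelium (16 genes, 1 lncRNA) or other cell types (29 genes, 2 lncRNAs). The table therefore gives no measure of the share of other cell types.

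LOC100848507, paired by length and neighbor gene with rna49631 at FBXO31, a subunit of a ubiquitin ligase, had 4 counts in *E. coli* replicate 3 and 0 in every other library.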
